# NADPH oxidase 4 is dispensable for skin myofibroblast differentiation and wound healing

**DOI:** 10.1016/j.redox.2023.102609

**Published:** 2023-01-13

**Authors:** Aleksandra Malgorzata Siedlar, Tamara Seredenina, Anna Faivre, Yves Cambet, Marie-José Stasia, Dominik André-Lévigne, Marie-Luce Bochaton-Piallat, Brigitte Pittet-Cuénod, Sophie de Seigneux, Karl-Heinz Krause, Ali Modarressi, Vincent Jaquet

**Keywords:** Wound healing, NADPH oxidase, NOX4, Transforming growth factor β, Mitochondrial uncoupling protein 2, Myofibroblast differentiation, Cellular bioenergetics, TGF-Β, Transforming growth factor beta, NOX4, NADPH oxidase 4, ECM, Extracelullar matrix, ROS, Reactive oxygen species, Α-SMA, Alpha-smooth muscle actin, Ucp2, Uncoupling protein 2, Hddc3, HD domain-containing protein 3, Islr, Immunoglobulin superfamily containing leucine rich repeat, WC, Wound closure, HE, Hematoxylin-eosin, hDFs, Primary human skin fibroblasts from a healthy donor, p22 mut hDFs, Primary human skin fibroblasts from a patient carrying a mutation in CYBA gene, HFF, Human foreskin fibroblasts, EGF, Epithelial growth factor, FGF2, Fibroblasts growth factor 2, EdU, 5-ethynyl-2'-deoxyuridine, RPKM, Reads per kilobase of exon per million reads mapped, FCCP, Carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone, OCR, Oxygen consumption rate, ECAR, Extracellular acidifiation rate, CAF, Cancer-associated fibroblasts, Nfr2, Nuclear factor erythroid 2-related factor 2, EMT, Epithelial-mesenchymal transition

## Abstract

Differentiation of fibroblasts to myofibroblasts is governed by the transforming growth factor beta (TGF-β) through a mechanism involving redox signaling and generation of reactive oxygen species (ROS). Myofibroblasts synthesize proteins of the extracellular matrix (ECM) and display a contractile phenotype. Myofibroblasts are predominant contributors of wound healing and several pathological states, including fibrotic diseases and cancer. Inhibition of the ROS-generating enzyme NADPH oxidase 4 (NOX4) has been proposed to mitigate fibroblast to myofibroblast differentiation and to offer a therapeutic option for the treatment of fibrotic diseases. In this study, we addressed the role of NOX4 in physiological wound healing and in TGF-β-induced myofibroblast differentiation. We explored the phenotypic changes induced by TGF-β in primary skin fibroblasts isolated from *Nox4*-deficient mice by immunofluorescence, Western blotting and RNA sequencing. Mice deficient for *Cyba*, the gene coding for p22^phox^, a key subunit of NOX4 were used for confirmatory experiments as well as human primary skin fibroblasts. *In vivo*, the wound healing was similar in wild-type and *Nox4*-deficient mice. *In vitro*, despite a strong upregulation following TGF-β treatment, *Nox4* did not influence skin myofibroblast differentiation although a putative NOX4 inhibitor GKT137831 and a flavoprotein inhibitor diphenylene iodonium mitigated this mechanism. Transcriptomic analysis revealed upregulation of the mitochondrial protein *Ucp2* and the stress-response protein *Hddc3* in *Nox4*-deficient fibroblasts, which had however no impact on fibroblast bioenergetics. Altogether, we provide extensive evidence that NOX4 is dispensable for wound healing and skin fibroblast to myofibroblast differentiation, and suggest that another H_2_O_2_-generating flavoprotein drives this mechanism.

## Highlights

• NOX4 expression is upregulated during fibroblast to myofibroblast differentiation.
• NOX4 has no impact on mouse skin wound healing *in vivo*.
• TGF-β-induced NOX4 upregulation does not drive skin myofibroblast differentiation.
• Nox4-deficient fibroblasts shows upregulation of redox regulators *Ucp2* and *Hddc3*.
• Nox4 has no impact on skin fibroblast bioenergetics.

## 1 Introduction

Skin wound healing is a complex process comprising several overlapping phases and involving an orchestrated engagement of distinct cytokines, growth factors, and cell types. After an insult leading to the rupture of a blood vessel, repair mechanisms are initiated within seconds in order to control the hemorrhage via hemostasis and formation of the blood clot. Hemostasis is followed by an inflammation phase, which evolves into a proliferation phase characterized by the formation of a granulation tissue generated by fibroblast-derived cells, known as myofibroblasts, releasing extracellular matrix (ECM). The granulation phase is also mediated by immune cells and characterized by formation of a new network of vessels (neoangiogenesis). Re-epithelization, contraction, and tissue remodeling terminate the wound healing to form a scar [1,2].

Fibroblasts and myofibroblasts are essential cells for the replacement of the damaged tissue and contraction of the wound [3]. Although epithelial cells, endothelial cells, and bone marrow-derived circulating precursors (fibrocytes) are able to differentiate into myofibroblasts [4,5], it is well established that a local fibroblast population differentiates into myofibroblasts during the healing process and situations of tissue remodeling including fibrotic diseases, such as pulmonary, renal and liver fibrosis [6,7]. Fibroblasts and myofibroblasts produce growth factors and cytokines favoring migration, proliferation, and differentiation of several cell types involved in wound healing [8].

Insufficient differentiation of fibroblasts leads to prolonged open wounds (chronic wounds) while exaggerated myofibroblasts activity promotes hypertrophic scar formation and fibrosis [9]. Abnormal myofibroblast activity is not restricted to the skin, but also plays a central role in pathogenic mechanisms during fibrosis of various organs, such as lungs, heart, liver, and kidneys [10]. Moreover, a high density of myofibroblasts in the tumor environment correlates with poor prognosis in solid tumors [11].

Myofibroblast differentiation consists of a phenotypic change of fibroblasts, characterized by an increased expression of alpha-smooth muscle actin (α-SMA), contraction capabilities as well as enhanced production of ECM proteins, such as collagens, fibronectin, and elastin. Upon activation, fibroblasts first transform into middle-stage proto-myofibroblasts and then differentiate into mature myofibroblasts. Resting fibroblasts are spindle-shaped, while mature myofibroblasts are large cells with ruffled membranes [6,7,[12], [13], [14]].

Activation of myofibroblasts is regulated by numerous factors. A variety of cytokines, chemokines, growth factors, as well as reactive oxygen species (ROS), participate in myofibroblast differentiation [15]. TGF-β is a key cytokine controlling fibroblasts activation [16]. The TGF-β superfamily comprises three isoforms: TGF-β1 and TGF-β2 promote the conversion of fibroblasts into myofibroblasts, while TGF-β3 inhibits myofibroblast differentiation [17]. TGF-β1 treatment of human lung fibroblasts leads to hydrogen peroxide (H_2_O_2_) production [18] and upregulation of the H_2_O_2_-generating enzyme NADPH oxidase isoform 4 (NOX4) [19,20]. NOX are membrane-associated enzymes, which catalyze the formation of the superoxide radical anion (O_2_^•-^) and H_2_O_2_. Seven isoforms (NOX1-5, DUOX1-2) are found in humans [21]. NOX4 attracted much attention for its role in the transition of fibroblast to myofibroblasts and its profibrotic role [[19], [20], [21], [22], [23], [24]]. NOX4 has the highest expression in kidney proximal tubular cells, but moderate levels of NOX4 can be found in endothelial cells, epithelial cells, and myofibroblasts [25]. Upon expression, NOX4 constitutively generates H_2_O_2_ [26,27]. NOX4 activity requires the small membrane protein p22^phox^ for maturation and stabilization of a functional complex at the membrane [28]. While the role of NOX4 is extensively described in pathological states, such as fibrotic diseases [29], cancer [30], and cardiovascular disease [31], its physiological role is not known.

In this study, we aimed at exploring the role of NOX4 in skin wound healing and more specifically during fibroblast differentiation into myofibroblasts as follow-up of a previous study showing that Nox4 promoted wound healing in the mouse [32]. For this, we repeated an *in vivo* study to investigate the physiological wound healing process in *Nox4*-deficient mice. However, in this new study, we did not confirm a role for NOX4 in wound healing. Thus, we carried out an extensive *in vitro* characterization using primary skin fibroblasts from *Nox4*-and *Cyba*-deficient mice, as well as human skin fibroblasts. Altogether, we found that NOX4 is strongly upregulated following stimulation by isoforms 1 and 2 of TGF-β, but was dispensable for fibroblast to myofibroblast differentiation. Transcriptomics analysis revealed that mitochondrial uncoupling protein 2 (Ucp2) and the HD domain-containing protein 3 (Hddc3), two proteins involved in cellular redox signaling [33,34], as well as immunoglobulin superfamily containing leucine rich repeat (Islr) were dysregulated in *Nox4*-deficient mice suggesting that NOX4 is involved in the redox fine-tuning of fibroblasts and a potential role in fibroblast cellular metabolism. However, we did not find a role of Nox4 in mitochondrial-derived respiration or glycolytic function of myofibroblasts.

## 2 Materials and methods

### 2.1 Animal skin wound model

Wild type (WT, C57BL/6; Animal Facility at University of Geneva) and *Nox4* knockout (Nox4 KO; B6.129-*Nox4*^*tm1Kkr*^/J, Jackson Laboratory, Stock No: 022996 [23]) 8-weeks old female mice were used for *in vivo* experiments. Animal experiments were approved by local veterinary authority – Direction Générale de la santé de Genève (Authorization number GE/9/19). WT and Nox4 KO mice were kept in conventional conditions. To establish WT and Nox4 KO mice, heterozygous mice were bred together. Then, WT and Nox4 KO littermates were bred to obtain separate litters of WT and Nox4 KO.

Complete anesthesia was performed with inhaled isoflurane (Piramal Healthcare) and the dorsal skin was shaved and disinfected with Lifo-Scrub® (B. Braun Melsungen AG). The delineation of the wound was drawn with the use of a round template of 1.5 cm diameter on the back of each mouse. The wound was created by the resection of the marked area and removing a skin piece containing dermis and epidermis. Next, the wound was covered with dressing film (3 M TEGADERM) to prevent drying and infection. After surgery, mice were transferred to separate cages and monitored until full recovery from anesthesia. Mice were kept separately until the end of the experiment. Wounds were inspected every day and the dressing film was changed every two days.

### 2.2 Measurement of wound repair

The wound repair process was evaluated by several parameters: (i) the time required to complete wound closure (WC), (ii) the size of the wound during the healing process, and (iii) the quantification of the epithelization and contraction process at the time of WC. The wounds were considered closed when full re-epithelization occurred. The size of the wounds was documented using digital photography at designed time points – including the day of the wound creation (day 0), days 3, 5, 7, 10 after wounding, and day of WC – and quantified using Fiji software [35]. The hairless skin observed at the wound area after closure was considered as the area healed by epithelization, while the area healed by contraction was calculated by subtracting the area healed by epithelization from the initial area of the created wound.

### 2.3 Histology and immunohistochemistry (IHC) staining

Mice were sacrificed by an intraperitoneal injection of pentobarbital (150 mg/kg) at designed time points – day 3, 5, 7, 10, and the day of WC (n = 3 per time point for WT and Nox4 KO mice). If necessary, re-grown hair was shaved before skin collection. Harvested tissue included the wound and the area surrounding the wound edges. Following collection, the skin samples were fixed using 4% formaldehyde for 24 h, rinsed twice in phosphate buffered saline (PBS), and kept in PBS at 4 °C. After fixation, tissues were dehydrated, embedded in paraffin, and cut to obtain 5 μm tissue sections. For immunostaining, sections were incubated overnight at 56 °C, deparaffinized and re-hydrated.

IHC was performed for α-SMA as previously described [36]. The antibody was diluted (1:400) in Dako Real Antibody Diluent (Dako). Slides were incubated with peroxidase blocking solution (Dako) for 5 min at room temperature (RT), washed 2 times with 1x Washing Buffer (Dako) for 5 min at RT, and incubated in a humidity chamber with primary antibody for 30 min at 37 °C. Slides were washed 2 times with 1x Washing Buffer for 5 min at RT and incubated with Dako EnVision + System HRP labeled anti-mouse polyclonal secondary antibody (Dako EnVision+, HRP, K4000) for 30 min at RT. After 2 washes with 1x Washing Buffer, the color was developed using AEC Substrate Kit (BioGenex). When reddish color has appeared, the reaction was stopped by washing the slides with 1x Washing Buffer. After IHC staining, sections were incubated with hematoxylin for 5 min at RT to obtain labeling of the nuclei. Finally, slides were washed vigorously with tap water and mounted with mounting water-based solution Aquatex (Milipore).

Standard hematoxylin-eosin (HE) and Masson's trichrome protocols were used to visualize cellular infiltration and collagen content in skin wounded tissue.

All stained slides were scanned using slide scanner Zeiss Axioscan.Z1. Scanned images were quantified using QuPath [37] and a script developed by the Bioimaging Core Facility (University of Geneva). Briefly, the region of interest was selected visually – in the case of HE and Masson's trichrome staining, full areas of the wound were selected, while for α-SMA staining only the area near the edge of the wound below the epithelial tongue was selected as this area is enriched with myofibroblasts. Then the colored area –– (purple color for HE, blue color for Masson's trichrome, and red color for α-SMA) –was selected and the area of stained pixels was quantified.

### 2.4 Primary fibroblasts

Primary fibroblasts from different origins were used: (i) primary mouse skin fibroblasts, isolated from WT and Nox4 KO mice as well as *Cyba* KO mice (p22^phox^ KO, A.B6 Tyr + -Cyba_nmf333_/J, Jackson Laboratory strain 005445); (ii) primary human skin fibroblasts, isolated from a healthy donor (hDFs) and a patient carrying a mutation in *CYBA* gene (p22 mut hDFs) [38]; and (iii) human foreskin fibroblasts CCD-1112Sk (HFF, ATCCCRL 2429).

### 2.5 Primary mouse skin fibroblasts isolation

Primary mouse skin fibroblasts were obtained using a two-step enzymatic digestion. Following sacrifice, the abdominal hair was shaved using an electric shaver and/or scalpel and the skin was disinfected with 70% ethanol. Isolation of the skin started with a small incision at the bottom of the abdomen. Isolated abdominal skin was manually separated from the fat tissue, washed roughly in PBS (GIBCO) supplemented with penicillin (1 U/mL; GIBCO) and streptomycin (1 mg/mL; GIBCO) (P/S), and transferred into a Petri dish with fresh PBS with P/S. The tissue was cut into small, square pieces with a scalpel and transferred into a tube containing Dulbecco's Modified Eagle Medium (DMEM; GIBCO) with P/S, and Liberase™ DH Research Grad solution (0.0325 Wunsch units/mL; Roche Diagnostics GmbH, Roche Applied Science) and incubated for 150 min at 37 °C. Following digestion, the pieces of skin tissue were transferred to a new tube containing trypsin (2.5 mg/mL) and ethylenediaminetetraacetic acid (EDTA, GIBCO) and digested for an additional 30 min in a water bath at 37 °C, with shaking every 5 min. Undigested tissue was discarded, and the supernatant containing fibroblasts was filtered (40 μm) and centrifuged at 1500 rpm for 5 min RT. After centrifugation, the supernatant was discarded and the cell pellet was resuspended in 2 mL DMEM, 10% fetal bovine serum (FBS; GIBCO), and P/S. The cell suspension was plated into a T25 flask (25 cm^2^, Falcon). After isolation, primary skin mouse fibroblasts cultures were expanded up to passage 3. At passage 3, cells were resuspended in 90% FBS and 10% DMSO, transferred in cryotubes in CoolCell® cell freezing container (BioCision) and frozen at −80 °C. Cryotubes were transferred to liquid nitrogen for long-term storage.

### 2.6 Maintenance of cells

Cultured fibroblasts were maintained in complete DMEM supplemented with 10% FBS and P/S in standard conditions: 37 °C, 5% CO_2_, 21% O_2_. Additionally, primary hDFs and p22 mut hDFs media were supplemented with 10 ng/mL epithelial growth factor (EGF, Bio-Connect) and 10 ng/mL FGF_2_ (ProSpec-Tany TechnoGene Ltd.). Cells were passaged every 5–7 days using trypsin (5 mg/mL)/EDTA (GIBCO) and used between passage 4 and 7.

### 2.7 Genotyping

The genotype of mice and primary skin mouse fibroblasts cultures was confirmed using polymerase chain reaction (PCR). DNA was isolated from ear skin biopsies or primary cells using DirectPCR Lysis Reagent (Viagen Biotech) containing 200 μg/mL proteinase K (Sigma). Both WT and KO sequences of the *Nox4* and *Cyba* genes were amplified with GoTaq® G2 Green Master Mix (Promega) and specific primers (Microsynth AG), (Supplementary Table 1). The products of the PCR reaction were separated on 1% agarose gel and visualized with UV light. The generated amplicons allowed distinguishing WT from KO: *Nox4* WT sequence generated a 196 bp band, *Nox4* KO, a 363 bp band, *Cyba* WT, a 240 bp band, and *Cyba* KO, a 395 bp band.

### 2.8 Fibroblast proliferation and viability

The proliferation rate of primary fibroblasts was investigated by counting cells upon 5-ethynyl-2′-deoxyuridine (EdU) labeling.

For manual counting, cells were detached from the plate using trypsin (5 mg/mL)/EDTA, incubated with 0.02% Trypan Blue solution (GIBCO) to label dead cells, and counted with a Neubauer chamber (Marienfeld). Cell viability was represented as the ratio of live cells to the total number of cells. For automated cell count, cells were detached from the plate using trypsin (5 mg/mL)/EDTA, transferred into Tali™ Cellular Analysis Slide (Life Technologies Corporation), and counted with LifeTech Tali™ Image-based Cytometer. For EdU labeling, cells were plated inside the micro drop formed by the surface tension of the complete medium on the coverslip. Following cell attachment to the coverslip, cells were starved overnight in a serum-free medium to synchronize the cell cycle. Following starvation, cells were cultured in a standard medium containing 10 μM EdU for 24h. EdU was incorporated into the DNA of actively proliferating cells. Cells were fixed, permeabilized, and incubated with EdU labeling solution (fluorescent azide). Nuclei were stained with 1 μg/mL 4′,6-diamidino-2-phenylindole (DAPI) to determine the total number of cells. The microscopy images were taken with Axiocam Fluo microscope and ZEN Lite software. Cells were counted based on macroscopy images with Fiji software. The proliferation rate was calculated as the ratio of EdU labeled cells to the total number of cells.

### 2.9 Myofibroblast differentiation

Primary mouse skin fibroblasts were differentiated for 24 h or 5 days using 10 ng/mL TGF-β2 in 4 mM HCl and 0.1% bovine serum albumin (BSA). Human primary fibroblasts were differentiated for 24 h using 2 ng/mL TGF-β1 (DMSO, 0.5%, BioLegend) together with either DMSO, 1 μM diphenylene iodonium (DPI, Sigma) or 40 μM GKT137831 (Cayman Chemical) as previously described [39].

### 2.10 Silencing of NOX4 expression with siRNA

NOX4 expression was silenced using small interfering RNA (siRNA) technology. NOX4 or nonspecific siRNA (siNOX4 1 – Thermofisher Scientific, ID: s224161, siCTRL – *Silencer*™ Select Negative Control No. 1 siRNA, Thermofisher Scientific #4390843) were used to transfect HFF. Cells were grown until 70% confluence HFF were transfected with 25 nM of control or NOX4 siRNA prepared in TransIT X2® Dynamic Delivery system (Mirus Bio) according to the manufacturer's protocol. TGF-β1 (2 ng/mL) was added immediately after transfection and cells were collected after 24 h for RNA extraction and qPCR.

### 2.11 Immunofluorescence (IF) microscopy

For α-SMA immunofluorescence staining, fibroblasts were fixed with 1% paraformaldehyde (PFA) for 30 min at RT, rinsed 3 times with PBS, and permeabilized with cold 100% methanol for 5 min at −20 °C. Fixed cells were washed 3 times with PBS and incubated for 1h, at RT with a primary antibody against α-SMA (1:200, [36]). Cells were washed 3 times with PBS and incubated with secondary anti-mouse IgG antibodies conjugated with either AlexaFluor 488 or AlexaFluor 568 (1:100, Jackson ImmunoResearch Laboratories, Inc) for 1h, at RT. Labeled cells were rinsed 3 times with PBS and mounted with ProTaqs MountFluor Anti-Fading containing DAPI (BIOCYC). The number of positively stained cells was counted on microscopy images using Fiji software and normalized to the total number of cells. For total actin visualization, filamentous (F)-actin was stained with phalloidin. Fibroblasts were fixed with 1% PFA for 30 min in RT, rinsed 3 times with PBS, and permeabilized with 0.01% Triton X-100 for 5 min in RT. Cells were washed 3 times with PBS and incubated with phalloidin conjugated with AlexaFluor 488 (1:200; Thermo Fisher Scientific Inc.) for 1h, at RT. Labeled cells were rinsed 3 times with PBS and mounted with ProTaqs MountFluor Anti-Fading containing DAPI (BIOCYC). The intensity of fluorescence was measured on microscopy images using Fiji software and normalized to the total number of cells. The IF microscopy was performed using Axiocam Fluo microscope and ZEN Lite software.

### 2.12 Contraction capabilities of myofibroblasts

Commercialized silicon dishes with the defined softness of 5 kPa (ExCellness Biotech SA) were used to measure the contraction capabilities of the primary skin fibroblasts. Cells were plated into standard plastic dishes and differentiated into myofibroblasts as described above. After the designed time, cells were transferred into a silicon dish and allowed to attach and contract for 6h. Cells were fixed with 1% PFA, rinsed 3 times with PBS, and incubated with 1 μg/mL DAPI for 10 min in RT to stain nuclei. Between 1000 and 2000 cells were analyzed for each experiment (n = 3). The total number of cells analyzed per condition was as follows: WT + vehicle 4621 cells; WT + TGF-β2: 3821 cells; Nox4 KO + vehicle: 5184 cells; Nox4 KO + TGF-β2: 3920. Contracted cells were recorded using phase-contrast microscopy at Video time-lapse microscope and ZEN Lite software. The number of wrinkling cells was normalized to the total number of cells and quantified using Fiji software.

### 2.13 H_2_O_2_ detection

H_2_O_2_ levels were measured using ROS-Glo™ H_2_O_2_ Assay (Promega Corporation) according to manufacturer instruction. Briefly, fibroblasts were plated on 96-well white plate with a clear bottom and cultured with or without 10 ng/mL TGF-β2 for 5 days. As control of the assay, tetracycline-inducible NOX4 overexpression system NOX4 T-Rex™ cells were incubated with tetracycline (1 μg/mL, Sigma) for 24h to induce NOX4 expression [40]. Detection of H_2_O_2_ was performed by incubating cells with H_2_O_2_ Substrate Solution for 6h at 37 °C. Then, cells were lysed with Detection Solution for 20 min in RT, after which luminescence was measured using SpectraMax L 96w at READS unit, University of Geneva, Switzerland.

### 2.14 Real-time quantitative polymerase chain reaction (qPCR)

RNA was extracted using a RNeasy mini kit (Qiagen) and quantified using a NanoDrop™ 2000 spectrophotometer (Thermo Scientific™). 500 ng of RNA was used for cDNA synthesis using SensiFAST cDNA Synthesis Kit (Bioline) following the manufacturer's instruction. Real-time PCR was performed using SYBR green assay on a 7900HT SDS system from ABI at the Genomics Platform, National Center of Competence in Research Frontiers in Genetics, Geneva. The efficiency of each primer was verified with serial dilutions of cDNA. Sequences of the primers are reported in Supplementary Table 2. Relative expression levels were calculated by normalization to the geometric mean of the two house-keeping genes, either EEF1 and GAPDH, or GADPH and RPLP0, as described previously [41].

### 2.15 Western blotting (WB)

Total protein extracts were obtained from fibroblasts using radioimmunoprecipitation assay (RIPA) buffer containing proteases and phosphatases inhibitors cocktail (Thermo Scientific). Briefly, primary skin fibroblasts were washed and lysed with RIPA buffer for 20 min on ice and cells were detached using a cell scraper. The cellular suspension was transferred into Eppendorf tubes and centrifuged for 20 min 14 000 rpm at 4 °C. The protein soluble fraction was transferred into new Eppendorf tube and stored at −20 °C. The concentration of isolated proteins was measured with Pierce™ BCA Protein Assay Kit (Thermo Scientific™). Equal amounts of proteins were separated using SDS-PAGE electrophoresis and transferred onto nitrocellulose membranes, which were blocked for 1h in RT with 5% powder milk or with 2% BSA (Sigma) dissolved in 0.01% Tween 20 in Tris-buffered saline (TBS-T). Membranes were incubated overnight at 4 °C with primary antibodies against α-SMA (1:500, [36]) or GAPDH conjugated with HRP (1:1000, Abcam) in 5% milk TBS-T. Secondary anti-mouse IgG antibody was incubated in 5% milk TBS-T (1:3000, Bio-Rad Laboratories Inc.) for 1h in RT. For detection, membranes were incubated with SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermofisher) and the images were taken with Fusion software (Witec AG).

### 2.16 RNA sequencing (RNAseq)

cDNA libraries were constructed from 300 ng of total RNA isolated as described before by the Genomic platform of the University of Geneva using the Illumina TruSeq RNA Sample Preparation Kit according to the manufacturer's protocol. Libraries were sequenced using single-end (50 nt-long) on Illumina HiSeq4000. FastQ reads were mapped to the ENSEMBL reference genome (GRCm38.96) using STAR version 2.4.0j [42] with standard settings, except that any reads mapping to more than one location in the genome (ambiguous reads) were discarded (m = 1). A unique gene model was used to quantify reads per gene. Briefly, the model considers all annotated exons of all annotated protein coding isoforms of a gene to create a unique gene where the genomic region of all exons is considered coming from the same RNA molecule and merged together. All reads overlapping the exons of each unique gene model were reported using feature Counts version 1.4.6- p1 [43]. Gene expressions were reported as raw counts and in parallel normalized in RPKM in order to filter out genes with low expression value (1 RPKM) before calling for differentially expressed genes. Library size normalizations and differential gene expression calculations were performed using the package edgeR [44] designed for the R software [45]. Only genes having a significant fold-change (Benjamini-Hochberg corrected p-value <0.05) were considered for the RNA seq analysis. Data containing significantly upregulated and downregulated genes from RNA seq analysis were uploaded to the STRING application (https://string-db.org/) [[46], [47], [48], [49], [50], [51], [52], [53], [54], [55], [56]]. The pathway analysis was performed to identify regulated pathways that were associated with significantly changed mRNA expression obtained in RNA seq. The section, with identified pathways involved in regulation of biological processes, was extracted, and the most 10 relevant pathways involved in myofibroblast differentiation were included in the graph.

### 2.17 Determination of the ratio of mitochondrial DNA to genomic DNA

Total DNA was isolated using DNeasy Blood & Tissue Kits (QIAGEN) according to manufacturer protocol. DNA concentration was measured with NanoDrop™ 2000 spectrophotometer (Thermo Scientific™). Four ng of DNA was used for qPCR. The ratio of mitochondrial DNA to genomic DNA was determined as CT values of mitochondrial genes (Mt-Nd1, Mt-Cox1, Mt-Atp6) divided by Ct value for Gadph as described [57].

### 2.18 Real time cell metabolic analysis (Seahorse XFe96 analyzer)

Cell metabolism was analyzed using two assays – Seahorse XF Cell Mito Stress Test (Agilent) and Seahorse XF Glycolysis Stress Test (Agilent). In Seahorse XF Cell Mito Stress Test, oxidative phosphorylation was investigated, while in Seahorse XF Glycolysis Stress Test, glycolysis capacity after glucose deprivation was examined.

In both cases, 30 000 cells were plated into Seahorse XF Cell Culture Plates. Cells were starved (no FBS) for 24h and cells were treated with 10 ng/mL TGF-β2 for another 24 h in complete medium. Before each assay, XFe96 cartridge was hydrated overnight in water in a no-CO_2_ incubator at 37 °C. On the day of measurement, water was replaced by pre-heated Seahorse XF Calibrant for 90 min. Cell medium was removed and replaced by 180μl/well Agilent Seahorse XF DMEM Medium pH 7.4 (# 103575–100) and kept for 1 h in a no-CO_2_ incubator at 37 °C.

In Seahorse XF Cell Mito Stress Test, three different compounds were added sequentially to modulate oxidative phosphorylation. Firstly, oligomycin (3 μM final) was added to block ATP-synthase, which is characterized by the decreased in electron transfer through the mitochondrial electron transport chain and reduce oxygen consumption by mitochondria. Secondly, carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP) (1 μM final) was injected. FCCP is an uncoupling compound, which destroys the electron transport chain and leads to maximal used of oxygen by complex IV, which is considered as maximal mitochondrial respiration. In the last step, a mix of rotenone and antimycin A (0.5 μM final) was added, which leads to complete blocking of mitochondrial complexes III and I, and results in the irreversible termination of mitochondrial respiration. Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured during the assay.

In the first step of the Seahorse XF Glycolysis Stress Test, cells were deprived of glucose for 1h. Then three different compounds were added respectively. Firstly, glucose (10 mM final) was added to begin the glycolysis in the cells. Then, oligomycin (3 μM) was injected to block ATP-synthase, considered as inhibitor of mitochondrial respiration to force cells to shift cellular metabolism more into glycolysis. In the last step, 2-deoxy-glucose (2-DG; glucose analog) (25 mM final) was injected to bind to hexokinase and block glucose metabolism. As in the Seahorse XF Cell Mito Stress Test, both OCR and ECAR were measured.

At the end of each experiments, cells stained with Hoechst (20 μg/mL) for 30 min at 37 °C. Total cell number was counted automatically with Cytation 5 Cell Imaging Multi-Mode Reader (Agilent) at READS unit, University of Geneva, Switzerland.

## 3 Results

### 3.1 Deletion of NOX4 has no impact on physiological skin wound healing

To investigate the role of Nox4 in physiological skin wound healing, we used an *in vivo* mouse model of wound repair. Experimentally, we generated rounded wounds (1.5 cm diameter) at the back of 8-weeks old female WT and Nox4 KO mice. The wounds took approximately 15 days for complete wound closure for both WT and Nox4 KO mice (Fig. 1A). Wound closure started after 3 days and followed a similar pattern in WT and Nox4 KO mice (Fig. 1B, Supplementary Fig. 1A). Contraction by myofibroblasts and *de novo* synthesis of epithelium were also quantified indicating a predominant role of myofibroblast contraction and a minimal impact of re-epithelization, but no difference between WT and Nox4 KO for both parameters (Fig. 1C). The primary response after wounding involves the infiltration of inflammatory cells followed by fibroblast activation and myofibroblast differentiation. HE staining showed that cellular infiltration increased rapidly after the wound induction and stabilized at day 7 (Fig. 1D, Supplementary Fig. 1B HE). Masson's trichrome staining, which labels collagen (blue) and keratin (red), indicated that collagen content significantly peaked at day 7 (Fig. 1E, Supplementary Fig. 1B Masson's trichrome). Detection of α-SMA showed a constant increase of number of myofibroblasts until wound closure (Fig. 1F, Supplementary Fig. 1B α-SMA). This pattern is consistent with a typical course of wound healing process but showed no difference between WT and Nox4 KO mice.

**Fig. 1:**
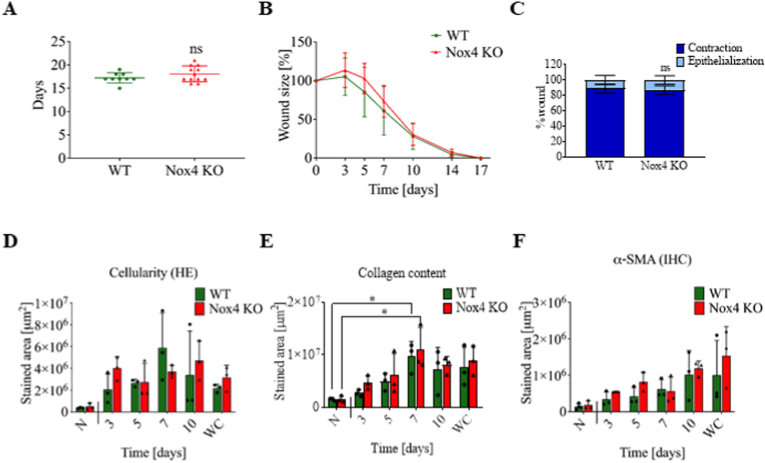
Physiological skin wound repair was not affected by *Nox4* deficiency *in vivo*. A. Time for complete wound closure in WT and Nox4 KO mice, each dot corresponds to one mouse; B. Wound size as a function of time normalized to initial size of the wound; C. Epithelization/contraction ratio; D. Quantification of hematoxylin stained area indicating cellular infiltration in the wounds over time until complete wound closure (WC); E. Quantification of Masson's trichrome staining as a measure of collagen content in the wounds over time until complete WC; F. α-SMA-positive area in the wounds over time until complete WC; N – normal, unwounded skin, WC – wound closure; *in vivo* experiments *–* WT n = 9, Nox4 KO n = 12; IHC staining WT n = 3, Nox4 KO n = 3 for each time point. Data shown as mean ± SD; ns – not significant; *p < 0.05; Two-way ANOVA.

### 3.2 Nox4 is upregulated in mouse skin fibroblasts following TGF-β1 and 2 treatment, but does not contribute to myofibroblast differentiation *in vitro*

To test the potential impact of Nox4 on myofibroblast differentiation, we measured the expression of α-SMA in TGF-β2-treated primary mouse skin fibroblasts using two distinct knockout mice, namely Nox4 KO and p22^phox^ KO mice. The p22^phox^-deficient mice were chosen because the p22^phox^ protein is essential for the function of Nox4 as well as Nox1, Nox2, and Nox3 [58,59]. We first showed that TGF-β1 and TGF-β2 were equivalent in inducing Nox4 expression (approximately 10 times) after 24h in primary mouse skin fibroblasts (Supplementary Fig. 3A), suggesting that the upregulation of Nox4 is mediated by a similar mechanism of action following TGF-β1 and TGF-β2. Moreover, Nox4 expression remained upregulated after 5 days of TGF- β2 stimulation (Fig. 2A and D). NOX4 upregulation was previously described following TGF-β1 in several other types of fibroblasts [19,20,60]. We measured a similar increase of α-SMA in WT, Nox4 KO, and p22^phox^ KO primary fibroblasts after TGF-β2 stimulation by qPCR (*Acta2* gene; Fig. 2B and E) protein levels by IF (Fig. 2C, F, and 2G), thereby confirming our *in vivo* data. Similar TGF-β2-mediated increase of α-SMA in fibroblasts from WT and Nox4 KO mice was confirmed by WB (Fig. 2H and I). To exclude a potential intrinsic difference between WT and Nox4 KO fibroblasts, we verified that WT and Nox4 KO fibroblasts *in vitro* had similar cellular growth (Supplementary Figs. 2A and 2B), viability (Supplementary Fig. 2C), proliferation capacity (Supplementary Figs. 2D and 2E) and H_2_O_2_ generation (Supplementary Figs. 3C and D).

**Fig. 2:**
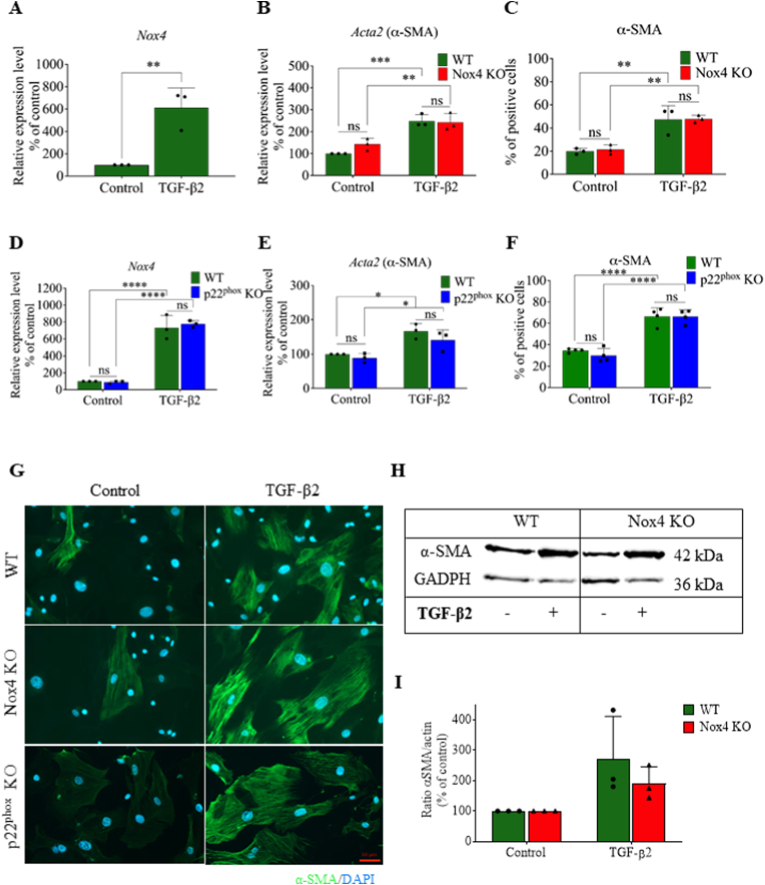
*Nox4* deficient primary mouse skin fibroblasts were able to differentiate into myofibroblasts after TGF-β2 stimulation. A. *Nox4* mRNA expression in WT primary skin fibroblasts cultured without (Control) or with TGF-β2; B. *Acta2* mRNA expression in WT and Nox4 KO primary skin fibroblasts cultured without or with TGF-β2; C. Percentage of α-SMA-positive cells in WT and Nox4 KO primary skin fibroblasts cultured without or with TGF-β2; D. *Nox4* mRNA expression in WT and p22^phox^ KO primary skin fibroblasts cultured without or with TGF-β2; E. *Acta2* mRNA expression in WT and p22^phox^ KO primary skin fibroblasts cultured without or with TGF-β2; F. Percentage of α-SMA-positive cells of WT and p22^phox^ KO primary skin fibroblasts cultured without or with TGF-β2; G. Representative immunofluorescence staining of α-SMA (green) and DAPI (blue) in WT, Nox4 KO and p22^phox^ KO primary skin fibroblasts cultured without or with TGF-β2; H. Representative Western blot for α-SMA in WT, Nox4 KO; I. Quantification of α-SMA band intensity from primary skin fibroblasts cultured without or with TGF-β2 in WT and Nox4 KO primary skin fibroblasts, GADPH was used as loading control; WT (green bars) n = 3, Nox4 KO (red bars) n = 3; Data shown as mean ± SD; ns – not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; Two-way ANOVA. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

To examine the impact of Nox4 on the general cytoskeleton morphology, we performed fluorescently conjugated phalloidin staining to detect total F-actin. Phalloidin staining was significantly increased in WT, Nox4 KO, and p22^phox^ KO primary fibroblasts following TGF-β2 treatment (Fig. 3A, **3B**, **3C**) and displayed tight, oriented F-actin distribution typical of myofibroblasts (Fig. 3A), confirming that formation of F-actin was typical in myofibroblasts despite the absence of a functional Nox4 complex.

**Fig. 3:**
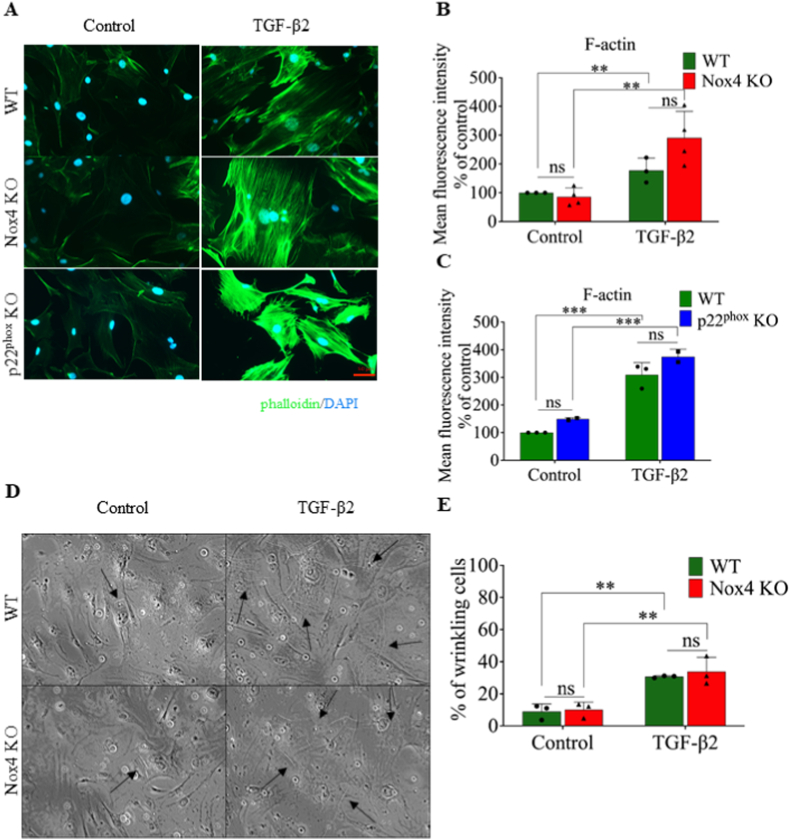
Nox4 did not influence morphology of cytoskeleton and contraction capabilities of primary mouse skin fibroblasts differentiated into myofibroblasts after TGF-β2 stimulation. A. Representative immunofluorescence staining for F-actin labeled with phalloidin (green) in WT, Nox4 KO and p22^phox^ KO primary skin fibroblasts cultured without or with TGF-β2; nuclei are stained with DAPI (blue); B and C. Quantification of the content of F-actin in WT, Nox4 KO (B) and p22^phox^ (C) primary skin fibroblasts cultured without or with TGF-β2; D. Representative images of wrinkles made on silicon of softness with E = 5 kPa by WT and Nox4 KO primary skin fibroblasts cultured without or with TGF-β2, arrows indicates wrinkles made by cells; E. Percentage of wrinkling WT and Nox4 KO primary skin fibroblasts cultured without or with TGF-β2; WT (green bars) n = 3, Nox4 KO (red bars) n = 3, p22^phox^ KO (blue bars) n = 3; Data shown as mean ± SD; ns – not significant, **p < 0.01, ***p < 0.001; Two-way ANOVA. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

We investigated the contraction capabilities of fibroblasts. TGF-β2 induced cellular contraction of fibroblasts, but we did not observe a difference in contraction between WT and Nox4 KO primary fibroblasts, suggesting that the functionality of fibroblasts is preserved in spite of Nox4 deficiency (Fig. 3D, **E**).

Altogether, an in-depth *in vitro* analysis using mouse primary skin fibroblasts showed that genetic deficiency of two subunits necessary for Nox4 activity did not mitigate normal fibroblast-to-myofibroblast differentiation.

### 3.3 NOX4 is upregulated in human skin fibroblasts following TGF-β1 treatment, but does not contribute to myofibroblast differentiation *in vitro*

To verify that the above observations were not limited to genetically modified mice, we silenced NOX4 expression by siRNA in human primary skin fibroblasts stimulated with TGF-β1.

Both TGF-β1 and TGF-β2 induced a significant and comparable (approximately 20 times) upregulation of NOX4 mRNA in human primary fibroblasts (Supplementary Fig. 3B). Treatment with GKT137831, a putative NOX1/NOX4 inhibitor slightly mitigated NOX4 upregulation, but the broad-spectrum NOX inhibitor DPI did not alter NOX4 upregulation (Fig. 4A). The siRNA directed against NOX4 significantly downregulated NOX4 expression nearly to the basal level (Fig. 4B). TGF-β1 significantly increased α-SMA expression in human skin fibroblasts, which was significantly mitigated by GKT137831 and DPI (Fig. 4C). However, transfection with either control siRNA or two different siRNAs against NOX4 did not change α-SMA expression. Interestingly, addition of GKT137831 or DPI significantly decreased α-SMA expression, suggesting an alternative mode of action of these compounds (Fig. 4D).

**Fig. 4:**
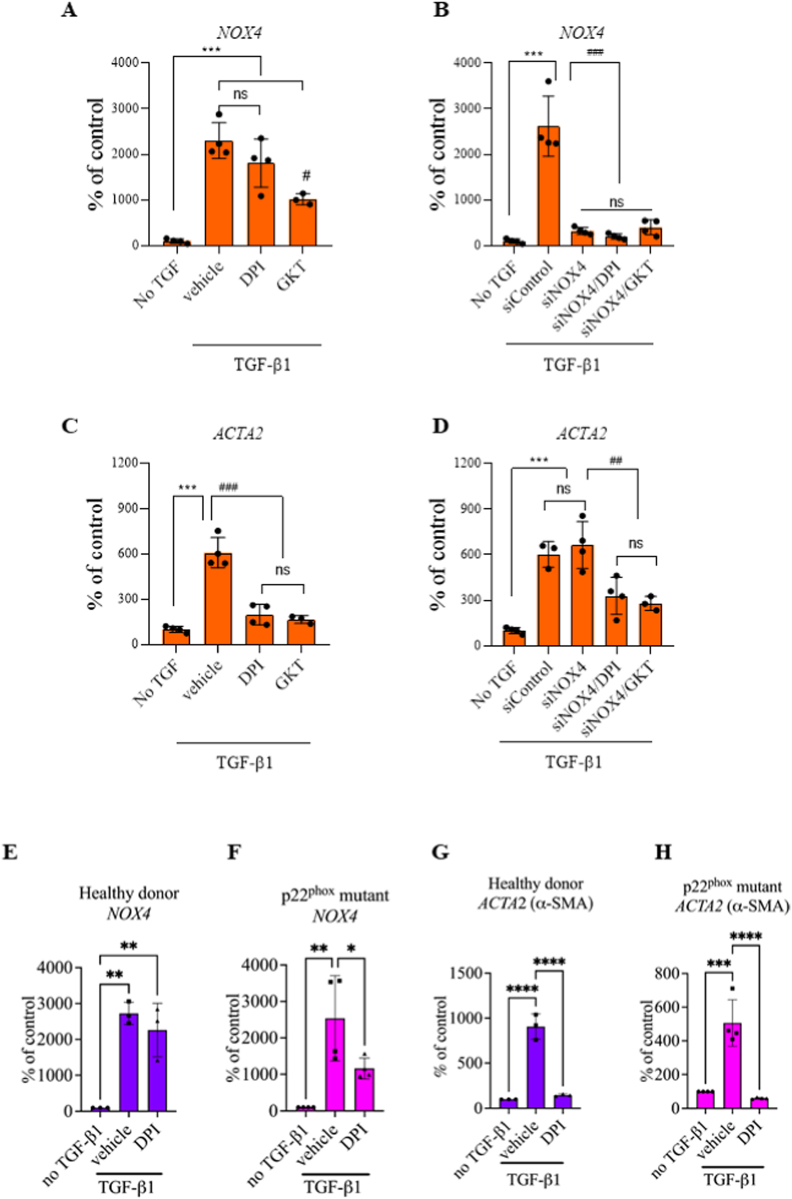
NOX4 did not drive myofibroblast differentiation of human primary fibroblasts. A and B. *NOX4* mRNA expression after treatment with DPI 1 μM and GKT137831 40 μM (A) and siRNA silencing of NOX4 gene ± compounds (B) in HFF cultured without or with TGF-β1; C and D. *ACTA2* mRNA expression after treatment with DPI 1 μM and GKT137831 40 μM (C) and siRNA silencing of NOX4 gene ± compounds (D) in HFF cultured without or with TGF-β1; E and F *NOX4* mRNA expression in hDFs (E) and p22^phox^ mutated hDFs (F) cultured without or with TGF-β1 and DPI; G. and H. *ACTA2* mRNA expression in hDFs (G) and p22^phox^ mutated hDFs (H) cultured without or with TGF-β1 and DPI; HFF, n = 3; hDFs, n = 3; p22^phox^ mutated hDFs, n = 3 or 4. Data shown as mean ± SD; ns – not significant, **p < 0.01, **p < 0.01, ***p < 0.001, ****p < 0.0001; One-way ANOVA.

To confirm these observations, we compared primary human dermal fibroblasts isolated from a patient with a mutation in the *CYBA* gene (p22 mutated hDFs) and a healthy donor (hDFs). Primary fibroblasts were stimulated with TGF-β1 for 24 h and mRNA expression of NOX4 and ACTA2 (α-SMA gene) were measured. TGF-β1 significantly upregulated NOX4 expression in hDFs and p22 mutated hDFs (Fig. 4E and F). Similar to p22^phox^ KO mouse fibroblasts, both hDFs and p22 mutated hDFs showed similar upregulation of ACTA2 expression following TGF-β1 as shown by qPCR while DPI decreased ACTA2 expression in both p22 mutated hDFs and hDFs (Fig. 4G and H). Intriguingly, DPI mitigated NOX4 upregulation in p22 mutated hDFs, but not in healthy fibroblasts.

Altogether, the *in vitro* studies performed on the mouse and human primary skin fibroblasts confirmed that NOX4 activity does not drive myofibroblast differentiation and suggest that GKT137831 and DPI target alternative pathways responsible for myofibroblast differentiation.

### 3.4 NOX4 deficiency leads to upregulation of Ucp2 and Hddc3 in mouse fibroblasts

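Primary fibroblasts were grown from the abdominal skin of WT mice and of Nox4 KO mice, in which the Nox4 gene was disrupted by targeting. RNA was sequenced from 12 libraries in 4 groups of 3, namely WT control, WT stimulated with TGF-β2 at 10 ng/ml for 24 h, Nox4 KO control and Nox4 KO stimulated in the same way. The authors mapped single-end reads to the mouse genome GRCm38 with STAR, discarded reads that mapped to more than 1 location, and counted with featureCounts the reads that overlapped the merged exons of the protein-coding isoforms of each gene. They deposited these raw counts for 21556 genes, without normalization. The total count per library ranged from 35118344 to 40320099 (median 38128961) in WT control, from 37221997 to 40757355 (median 37721954) in WT with TGF-β2, from 36353708 to 41728216 (median 38271235) in Nox4 KO control and from 42165658 to 43796260 (median 42903357) in Nox4 KO with TGF-β2. All libraries were kept as separate samples. Replicates of each group differed by more than the sampling noise, with a chi-square per gene between 14.4 and 147. As this sets their differences against counting noise alone, it cannot show whether they came from separate cultures. From the counts, RPKM was computed with the total count of each library and the merged exon length of each gene. A gene entered a comparison when its mean RPKM was at least 1 in at least 1 of the groups compared. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, separately for each pair of groups, and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 2. The paper's text names edgeR but not which of its tests was used. It gives a fold limit of 2 for unstimulated Nox4 KO against WT, but none for the response to TGF-β2. The fold limit, the filter on RPKM, the gene lengths and the choice of test can each change the number of genes called. Nox4 itself was counted in every library. It received 203 to 398 reads in WT control, 1314 to 2471 reads in WT with TGF-β2, 102 to 207 reads in Nox4 KO control and 782 to 1175 reads in Nox4 KO with TGF-β2. Counts per gene do not show which exons these reads came from.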

To investigate the biological significance of the induction of Nox4 expression after TGF-β stimulation, we performed global RNAseq using WT and Nox4 KO mouse primary skin fibroblasts stimulated with TGF-β2 for 24h. We observed that TGF-β2 dramatically modified the transcriptome of both WT and Nox4 KO fibroblasts (Fig. 5A, **5B**). 

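In a principal component analysis of the log2 CPM (counts scaled to library size) of 10890 genes, the first component held 58.5% of the variance and separated the stimulated libraries, at 22.8 to 35.5, from the control libraries, at -41.1 to -28.5. The second component held 13.6%, and the WT and Nox4 KO libraries overlapped on it. Of the 10662 genes tested in both genotypes, 570 were called in both, and all 570 changed in the same direction. Another 242 were called in WT only, of which 241 changed in the same direction in Nox4 KO and 108 had an adjusted p-value under 0.05 there at any fold change. A further 136 were called in Nox4 KO only. All 136 changed in the same direction in WT, and 65 had an adjusted p-value under 0.05 there at any fold change. Across the genes tested in both, which are not independent replicates, the log2 fold changes of WT and Nox4 KO had a Pearson r of 0.923 and a Spearman rho of 0.804. Over the 948 genes called in either genotype, r was 0.980 and the slope of Nox4 KO on WT was 0.94.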

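TGF-β2 raised 284 genes and lowered 548 genes in WT fibroblasts, out of 10743 genes tested. Over all genes tested, the stimulated and control libraries did not overlap in 4857, or 45.2%, where chance gives 10%. Without the fold limit, which moved the counts most among the alternatives, 1138 genes were higher and 1325 lower. With each library left out in turn, between 236 and 304 genes were higher and between 425 and 591 lower. Among the genes raised most, Lce1f was at least 28.4-fold higher and Gpbar1 at least 16.4-fold higher, since no WT control library had more than 3 reads on either gene. Lce1f belongs to a family of similar genes, and reads that map to more than 1 of them would have been discarded. Cdh6 rose by 5.06 on the log2 scale, Wnt10b by 4.44 and Pdgfb by 4.35. The log2 fold change was -5.32 for Cxcl5, -4.86 for Lgr5, -4.80 for Arhgap20, -4.77 for Dio3 and -4.70 for Ppp1r3c, the genes lowered most. That of Lgr5 lay between -5.64 and -4.28 when each library was left out in turn. Nox4 (ENSMUSG00000030562) lies on chromosome 7 of GRCm38 from 87246096 to 87398710 on the plus strand. Its expression was 1.74 ± 0.602 RPKM (SD, n = 3) in control and 11.9 ± 3.97 RPKM (SD, n = 3) after TGF-β2, a log2 fold change of 2.83 (standard error 0.32, adjusted p = 0.00211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every stimulated library was above every control library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, this log2 fold change stayed between 2.54 and 3.14.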

In WT fibroblasts stimulated with TGF-β2, 283 genes were significantly upregulated, including Nox4, and 575 were downregulated. 

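In Nox4 KO fibroblasts, TGF-β2 raised 240 genes and lowered 497 of the 10809 genes tested. The stimulated and control libraries did not overlap in 5243 of all genes tested, or 48.5%, where chance gives 10%. At any fold change, 1644 genes were higher and 1626 lower. Leaving out the second stimulated Nox4 KO library reduced the calls to 154 genes higher and 291 lower, and leaving out the third raised them to 291 and 600. Gpbar1 was at least 18.6-fold higher, with at most 2 reads in any Nox4 KO control library. The other genes raised most were Lce1f, with a log2 fold change of 5.16, Cdh6 with 4.94, Cd40 with 4.70 and Ccl17 with 4.6. Among the genes lowered most, the log2 fold change was -5.65 for Ppp1r3c, -5.13 for Tmem100, -4.99 for Cxcl5, -4.82 for Elobl and -4.49 for Gas1. With each library left out in turn, Lce1f lay between 4.57 and 6.94, Ppp1r3c between -6.39 and -5.20, Tmem100 between -5.73 and -4.78 and Gas1 between -5.24 and -4.20, with adjusted p-values up to 0.0448. Gpbar1 without the first stimulated library and Tmem100 without the third control library fell under the filter and were not tested. Elobl depended on single libraries most, with -7.11 without the third stimulated library, and it was not called without the first or without the second, where the adjusted p-value reached 0.0737. Reads on Nox4 also rose in these cells. Expression was 0.896 ± 0.435 RPKM (SD, n = 3) in control and 5.26 ± 1.38 RPKM (SD, n = 3) after TGF-β2, a log2 fold change of 2.65 (standard error 0.35, adjusted p = 0.0054 from edgeR's quasi-likelihood test). The ranges of the 3 libraries in each group did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible).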

In Nox4 KO fibroblasts, 260 genes were upregulated, and 569 genes were downregulated.

**Fig. 5:**
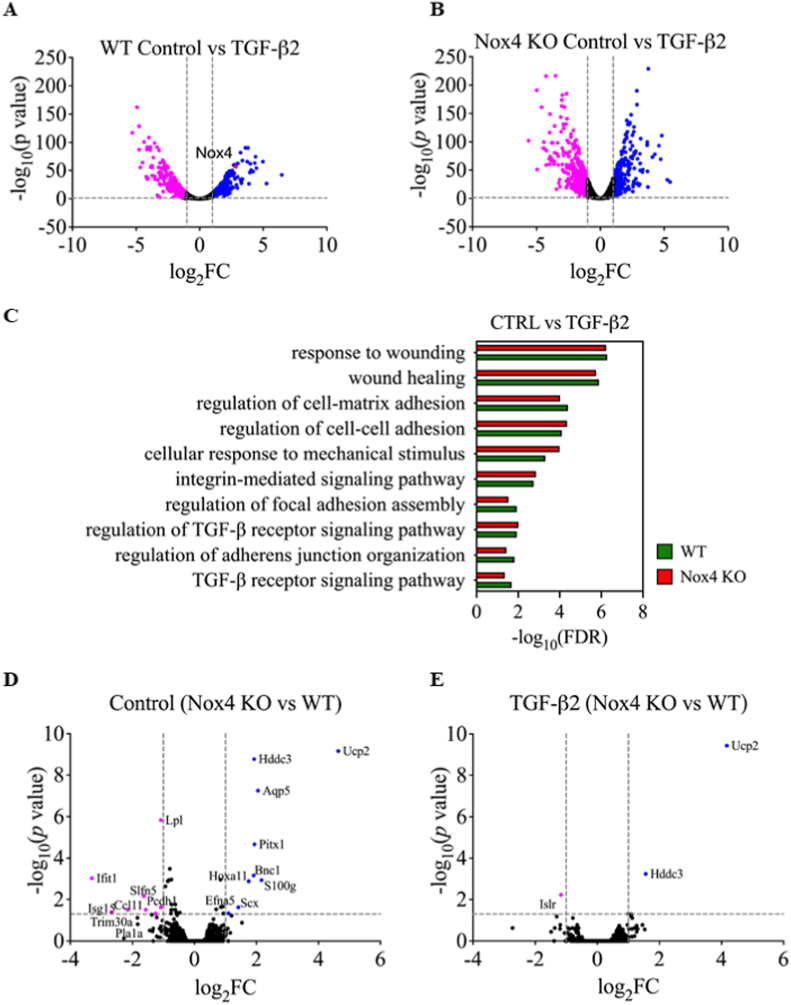
*Nox4* deficiency led to up-regulation of *Ucp2* and *Hddc3* and down-regulation of *Islr* in primary mouse skin fibroblasts. A and B. Volcano plots representing RNA sequencing data comparing of TGF-β2-stimulation to control conditions in WT (A) and Nox4 KO (B) primary skin fibroblasts; C. Graph representing different pathways involved in biological processes activated by TGF-β2 stimulation of WT and Nox4 KO fibroblasts; D and E. Volcano plots representing RNA sequencing data comparing Nox4 KO to WT primary skin fibroblasts in control conditions (D) and after TGF-β2 stimulation (E); significantly upregulated genes (blue dots), significantly downregulated genes (pink dots); WT – green bars; Nox4 KO – red bars; WT n = 3; Nox4 KO n = 3; Data shown as –log_10_ of false discovery rate; fold-change with Benjamini-Hochberg correction; p < 0.05. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

Pathways analysis confirmed the dysregulation of characteristic pathways involved in myofibroblast differentiation, such as wound healing, TGF-β signaling pathway, SMAD signaling, ECM and cytoskeleton regulation in both WT and Nox4 KO following TGF-β2 (Fig. 5C). 

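The paper's pathway terms came from STRING, which was not used here, so lists of well-known members of these processes were written by hand and tested with camera, which asks whether a list as a whole ranks higher or lower than the other genes. The adjusted p-values cover 45 tests of lists. The 22 genes of the wound healing list had a median log2 fold change of 0.98 in WT after TGF-β2, with 14 genes higher (adjusted p = 2.14e-06), and of 0.99 in Nox4 KO, with 16 higher (adjusted p = 0.00582). Of these 22 genes, 14 in WT and 13 in Nox4 KO had an adjusted p-value under 0.05 over all genes tested, and 16 and 13 when adjusted over the list alone. The focal adhesion and integrin list of 20 genes had a median of 0.29 in Nox4 KO (16 higher, adjusted p = 0.0115) and of 0.21 in WT (13 higher, adjusted p = 0.217). In the list of 26 genes of TGF-β and SMAD signaling, members moved both ways. In WT 8 were higher and 5 lower at an adjusted p-value under 0.05, and in Nox4 KO 10 were higher and 7 lower (13 and 19 genes adjusted over the list alone). The extracellular matrix list of 32 genes had 7 higher and 4 lower in WT and 9 higher and 3 lower in Nox4 KO, and 12 in each genotype adjusted over the list alone. The contractile cytoskeleton list of 20 genes had 2 higher and 2 lower in WT and 1 higher and 2 lower in Nox4 KO (4 and 3 adjusted over the list alone). Of the 13 camera calls made over all 45 tests, none held under fry. Fry takes account of the correlation between genes, but it also asks another question. It tests whether the genes of a list change by themselves, without setting them against the other genes. The adjusted p-value from fry for wound healing was 0.0596 in WT and 0.478 in Nox4 KO, and that for focal adhesion in Nox4 KO 0.0596. Without the third Nox4 KO control library, neither Nox4 KO call was made, with a median of 0.77 for wound healing (adjusted p = 0.0606) and of 0.28 for focal adhesion (adjusted p = 0.0599). With each of the others left out, the adjusted p-values stayed between 4.24e-05 and 0.0125 for wound healing and between 0.00719 and 0.0152 for focal adhesion.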

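Unstimulated Nox4 KO and WT fibroblasts were compared over 10767 genes. No gene had an adjusted p-value under 0.05 at any fold change in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.42. At an unadjusted p-value under 0.05 there were 596 genes, 268 higher and 328 lower in Nox4 KO, which is 5.54% of the genes tested. The libraries of the genotypes did not overlap in 1469 genes, or 13.6%, where chance gives 10%. The choice of test changed this count. DESeq2 called 5 genes higher and 1 lower (Hddc3, Aqp5, Lpl, Vat1l, Pitx1 and Ucp2), and edgeR's exact test called 6 higher and 1 lower, the same genes and S100g. With all 12 libraries in the fit, Hddc3 alone was called. Without the second Nox4 KO control library, Aldh1a3 was called lower. Over the alternatives that kept every library, the adjusted p-value ranged from 0.0239 to 1.000 for Ucp2 and from 1.97e-11 to 0.6 for Hddc3. Of the 17 genes labelled in Fig. 5D, 4 lie within 20 Mb of Nox4 on chromosome 7, namely Hddc3, Ucp2, Bnc1 and Trim30a. Leaving out Nox4, Ucp2 and Hddc3, 34 of the 165 genes tested in this window had an unadjusted p-value under 0.05, against 559 of 10599 genes elsewhere (20.6% against 5.27%; two-sided Fisher's exact test, p = 1.49e-11). Fisher's test takes the genes as independent, although all were measured in the same 6 libraries. Of the 10 divisions of these libraries, only the real grouping gave so large a share, the least that 10 divisions can give. Without the first WT control library the share was 12.0%, and without the second Nox4 KO control library it was 12.7%.

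**Figure D1:**
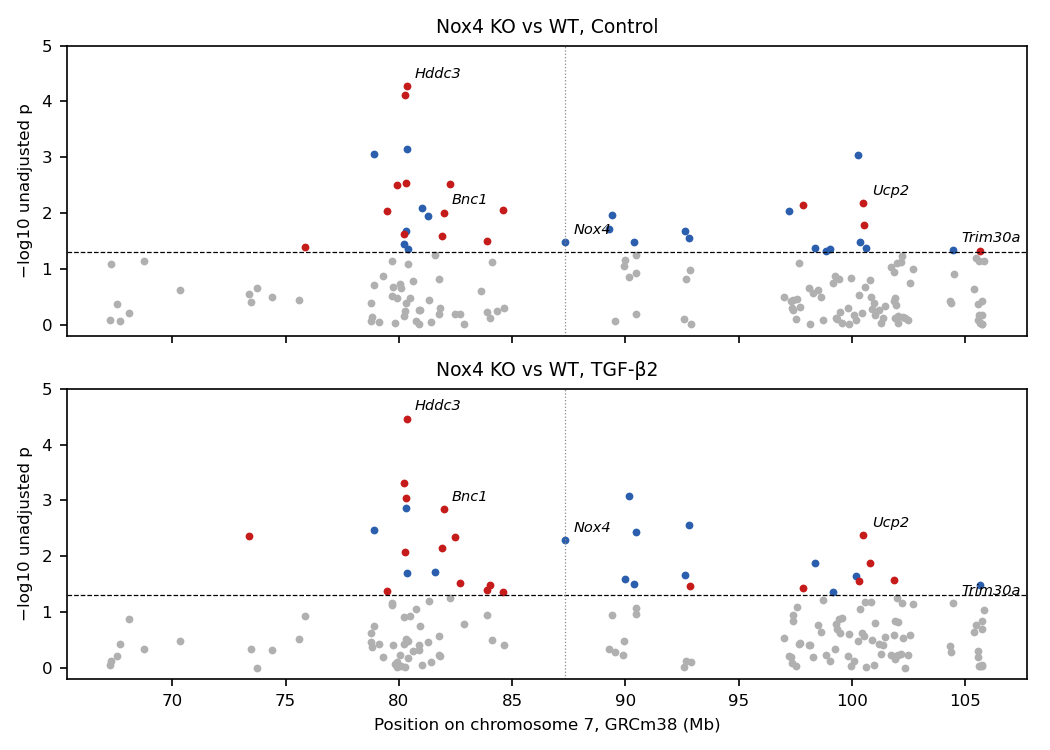
Minus log10 of the unadjusted p-value of each gene within 20 Mb of Nox4 (y axis) by its position on chromosome 7 of GRCm38 in Mb (x axis), for Nox4 KO against WT in control (top) and after TGF-β2 (bottom). The dashed line marks the unadjusted limit of 0.05 and the dotted line Nox4; red points above the limit are higher in Nox4 KO, blue points lower, and grey points lie under it. Apart from Nox4, Ucp2 and Hddc3, 34 of 165 genes lie above the dashed line in control.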

Direct comparison of WT and Nox4 KO fibroblasts highlighted only very few differentially expressed genes, as 9 genes were significantly upregulated (≥2-fold) and 8 genes significantly downregulated (≥2-fold) out of a total of 10277 genes (Fig. 5D). 

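After TGF-β2, Nox4 KO and WT fibroblasts were compared over 10439 genes, and none had an adjusted p-value under 0.05 at any fold change in the quasi-likelihood test (smallest adjusted p = 0.358). The unadjusted p-value was under 0.05 for 336 genes, 168 higher and 168 lower in Nox4 KO, or 3.22% of the genes tested. In 1052 genes, or 10.1%, the libraries of the genotypes did not overlap, about the 10% that chance gives. DESeq2 called 5 genes higher and 1 lower (Hddc3, Lipg, Bnc1, Scand1, Lingo2 and Ucp2). The exact test called Hddc3, Bnc1, Ucp2 and Lipg, all higher. Hddc3 was also called with all 12 libraries in the fit, and Ucp2 when the first stimulated Nox4 KO library was left out (adjusted p = 0.0215). Over the alternatives that kept every library, the adjusted p-value ranged from 0.0184 to 0.858 for Ucp2 and from 5.39e-10 to 0.85 for Hddc3. Islr was called under none of these settings. Within 20 Mb of Nox4, again without Nox4, Ucp2 and Hddc3, the share of genes with an unadjusted p-value under 0.05 was 19.1%, or 31 of 162, against 2.94% elsewhere. It was 11.1% without the second stimulated Nox4 KO library and 11.9% without the first stimulated WT library.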

Following TGF-β2 stimulation, only 2 genes were significantly upregulated and one gene was significantly downregulated out of a total of 9945 evaluated genes in NOX4 KO fibroblasts when compared to WT fibroblasts (Fig. 5E). 

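Ucp2 (ENSMUSG00000033685) lies on chromosome 7 of GRCm38 from 100493337 to 100502020, 13.1 Mb from Nox4. In control its expression was 0.718 ± 0.451 RPKM (SD, n = 3) in WT and 18.3 ± 15.2 RPKM (SD, n = 3) in Nox4 KO, a log2 fold change of 4.64 (standard error 1.17, adjusted p = 0.83 from edgeR's quasi-likelihood test). The Nox4 KO libraries differed widely, with 1.19, 30.1 and 23.8 RPKM in replicates 1, 2 and 3, and the first lay below the highest WT library at 1.22 (two-sided exact permutation test, p = 0.2). After TGF-β2 the 3 Nox4 KO libraries had 2.14, 40.3 and 32.3 RPKM, all above the WT libraries at 1.14 to 1.87 (exact permutation test, p = 0.1, the smallest possible), with a log2 fold change of 4.15 (standard error 0.98, adjusted p = 0.835). Hddc3 (ENSMUSG00000030532) lies on the same chromosome from 80343104 to 80350547, 6.9 Mb from Nox4, and its end overlaps the neighbouring gene Man2a2, which starts at 80349097. As the use of strand in the counting is not stated, its reads are uncertain to that extent. Man2a2 was itself lower in Nox4 KO, with a log2 fold change of -0.80 in control (standard error 0.13) and -0.69 after TGF-β2 (standard error 0.23). This argues against a higher level of Man2a2 as the source of a rise in Hddc3 reads. Hddc3 had 1.07 ± 0.119 RPKM (SD, n = 3) in WT control and 4.16 ± 0.909 RPKM (SD, n = 3) in Nox4 KO control, a log2 fold change of 1.92 (standard error 0.20, adjusted p = 0.42). After TGF-β2 the log2 fold change was 1.56 (standard error 0.16, adjusted p = 0.358). In both conditions all 3 Nox4 KO libraries were above all 3 WT libraries (exact permutation test, p = 0.1). Islr (ENSMUSG00000037206), on chromosome 9 from 58156268 to 58204306, had 15.6 ± 4.07 RPKM (SD, n = 3) in WT and 6.79 ± 2.61 RPKM (SD, n = 3) in Nox4 KO after TGF-β2, and fell by 1.18 on the log2 scale (standard error 0.31, adjusted p = 0.835). In control it fell by 0.91 (standard error 0.28, adjusted p = 0.83). Its WT and Nox4 KO libraries did not overlap in either condition (exact permutation test, p = 0.1). With each library left out in turn, the log2 fold change of Ucp2 in control stayed between 4.06 and 5.24, that of Hddc3 between 1.78 and 2.09, and that of Islr after TGF-β2 between -1.54 and -0.94.

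**Figure D2:**
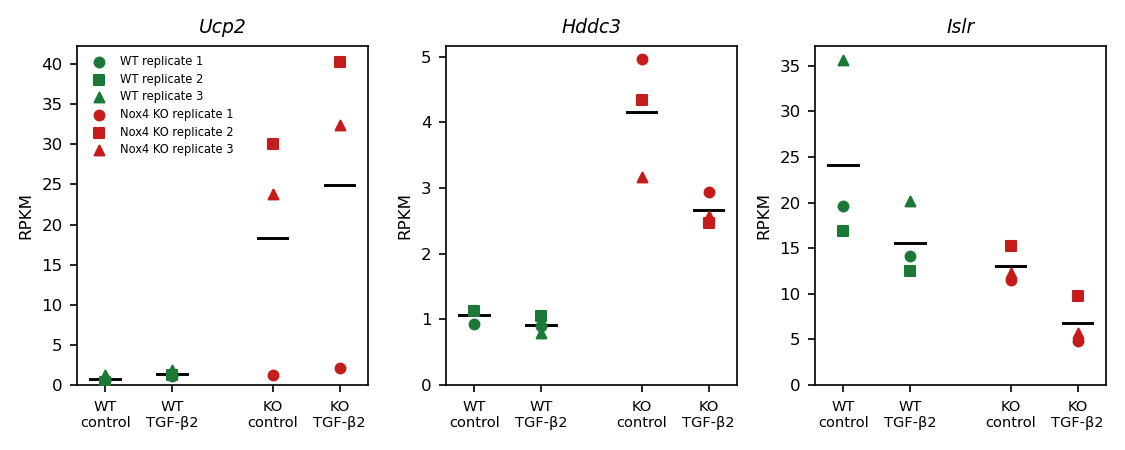
Expression of Ucp2, Hddc3 and Islr in RPKM (y axis, a separate linear scale for each gene) in each library of WT (green) and Nox4 KO (red) fibroblasts in control and after TGF-β2 (x axis). Circles, squares and triangles are replicates 1, 2 and 3 and black bars the mean of 3; Nox4 KO replicate 1 sits at 1.19 and 2.14 RPKM for Ucp2, next to the WT libraries, and above all WT libraries for Hddc3.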

The RNAseq analysis revealed that Nox4 KO fibroblasts showed a strong upregulation of the uncoupling protein 2 (*Ucp2*) gene (Supplementary Fig. 5A) and the HD domain containing 3 (*Hddc3)* gene (Supplementary Fig. 5B) even without TGF-β2 stimulation as well as downregulation immunoglobulin superfamily containing leucine rich repeat (Islr) gene after TGF-β2 stimulation (Fig. 5E). The complete list of significantly up- or downregulated genes in all conditions are documented in GEO database under the accession number GSE197562. Such minimal changes in transcriptome between WT and Nox4 primary fibroblasts were not expected. To exclude a compensatory mechanism of another NOX isoform in Nox4 KO fibroblasts, we extracted the expression levels of all 6 murine Nox isoforms in the RNAseq dataset. None of the Nox isoforms were upregulated in Nox4 KO fibroblasts, showing low expression levels in WT and Nox4 KO fibroblasts (Supplementary Figs. 4A–F).

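Nox4 was lower in Nox4 KO than in WT libraries, at 51.6% of the WT mean RPKM in control and 44.1% after TGF-β2. The log2 fold change was -1.0 in control (standard error 0.37, adjusted p = 0.83 from edgeR's quasi-likelihood test) and -1.17 after TGF-β2 (standard error 0.29, adjusted p = 0.835). In control the third Nox4 KO library, with 1.40 RPKM, overlapped the WT range of 1.31 to 2.42 (two-sided exact permutation test, p = 0.2), and after TGF-β2 the genotypes did not overlap (p = 0.1, exact permutation test, the smallest possible). The other Nox isoforms stayed under the filter of 1 RPKM in every group and were not tested by edgeR. Cybb, the gene of Nox2, had the highest expression among them, 0.428 ± 0.495 RPKM (SD, n = 3) in WT control, 0.204 ± 0.245 in WT with TGF-β2, 0.252 ± 0.257 in Nox4 KO control and 0.168 ± 0.130 in Nox4 KO with TGF-β2, and its genotypes overlapped in both conditions (exact permutation test, p = 0.7 and p = 1). Single libraries ranged from 0.087 to 0.995 RPKM in WT control and from 0.044 to 0.486 in WT with TGF-β2. In Nox4 KO they ranged from 0.0997 to 0.549 in control and from 0.069 to 0.315 after TGF-β2. The highest library thus carried much of each mean. Nox1 had at most 5 reads in any library, Duox2 at most 4 and Duox1 at most 25. No read was counted on Nox3 in any library, where 3 reads are the upper limit that a count of 0 allows. None of these isoforms separated the genotypes in either condition (exact permutation tests, p from 0.2 to 1). At this depth a difference of a few reads in Nox1, Nox3, Duox1 or Duox2 was not detectable.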

In order to address a possible impact of NOX4 on *UCP2* and *HDDC3* expression in human cells, we used HFF stimulated with TGF-β1 treated with siRNA or DPI and performed qPCR. We found a different pattern of expression in humans compared to mouse skin fibroblasts. TGF-β1 upregulated UCP2, while DPI and NOX4 siRNA reduced its expression to basal level in human fibroblasts (Supplementary Fig. 5C). HDDC3 expression was not affected in all tested conditions (Supplementary Fig. 5D). These data suggest that UCP2 expression is directly regulated by NOX4 in human cells, which may explain a possible developmental compensatory mechanism in absence of Nox4 in mice. On the other hand, no obvious relationship between NOX4 and HDDC3 was observed in human cells.

### 3.5 Deletion of NOX4 has no impact on cellular metabolism of mouse skin fibroblast

To measure a potential impact of NOX4 on cellular metabolism, we measured mitochondrial activity and glycolysis using the Seahorse technology. In order to evaluate mitochondrial respiration of Nox4 KO fibroblasts, we performed a Seahorse XF Cell Mito Stress Test, which measures oxygen consumption in live cells following different pharmacological treatments, namely oligomycin, FCCP and a mixture of rotenone and antimycin A. Altogether, the pattern of OCR was typical of a Seahorse experiment [61] and showed that TGF-β2 treatment appeared to increase global OCR as previously described [62,63] although it was only significant different in maximal respiration conditions (Fig. 6A and B). Injection of oligomycin decreased basal OCR to non-significantly different levels in all investigated groups (Fig. 6A and B). FCCP injection, which reveals the maximal mitochondrial respiration, increased OCR in all tested group to levels similar or slightly higher to basal respiration (Fig. 6A and B). Maximal mitochondrial respiration was significantly higher in TGF-β2-treated conditions. However, this increase was similar in both WT and Nox4 KO groups, indicating that it was independent of Nox4. After rotenone and antimycin A mixture, the non-mitochondrial respiration diminished OCR in all tested groups to non-significantly different levels (Fig. 6A and B).

**Fig. 6:**
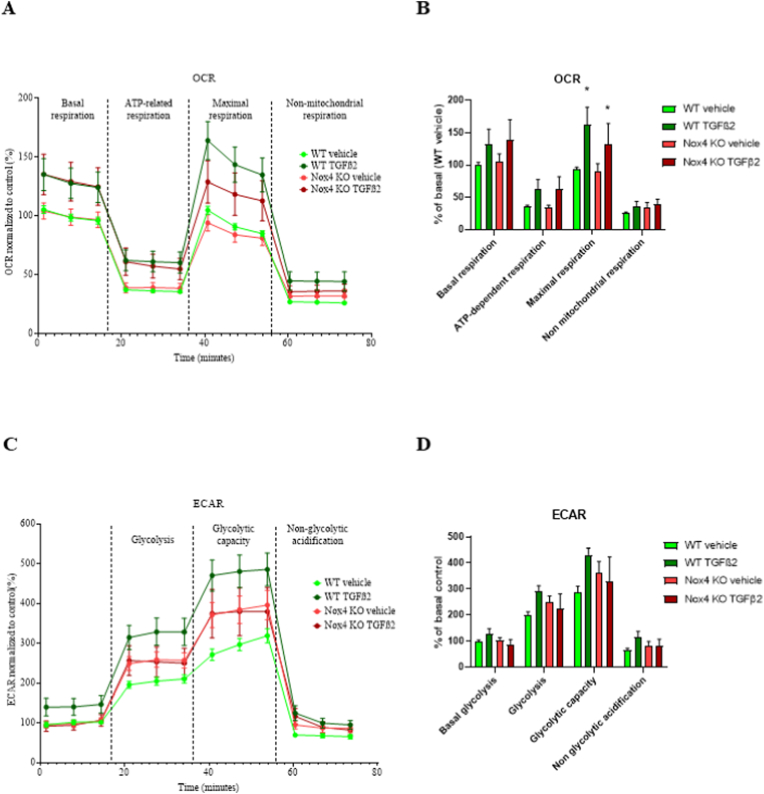
NOX4 deficiency did not affect cellular metabolism. A. Representation of the course of Seahorse XF Cell Mito Stress assay in WT and Nox4 KO primary skin fibroblasts in control conditions and after stimulation with TGF-β2 for 24h; B. Bar graphs representing the average of 3 time points for each measured phase during Seahorse XF Cell Mito Stress assay in WT and Nox4 KO primary skin fibroblasts in control conditions or after stimulation with TGF-β2 for 24h; C. Representation of the course of Seahorse XF Glycolysis Stress assay in WT and Nox4 KO primary skin fibroblasts in control conditions or after stimulation with TGF-β2 for 24h; D. Bar graphs representing the average of 3 time points for each measured phase during Seahorse XF Glycolysis Stress assay in WT and Nox4 KO primary skin fibroblasts in control conditions or after stimulation with TGF-β2 for 24h; WT Control (light green lines and bars) n = 8; WT TGF-β2 (dark green lines and bars) n = 8; Nox4 KO Control (red line and bars) n = 8; Nox4 KO TGF-β2 (dark red lines and bars) n = 8; OCR – oxygen consumption rate, ECAR – extracellular acidification rate; Data shown as mean ± SEM; ns – not significant, *– p < 0.05; 2way ANOVA. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

The Seahorse XF Cell Glycolysis Stress Test ECAR profile was typical of a Seahorse experiment [61]. Altogether, it appeared that TGF-β2 induced higher extracellular acidification in WT cells, however, this difference was not significant. Initial non-glycolytic capacity showed non-significantly different ECAR in all tested conditions (Fig. 6C and D). Induction of glycolysis with glucose injection revealed significant upregulation of glycolysis in all groups (Fig. 6C and D). Injection of oligomycin revealed similar remaining glycolytic capacity in all tested groups (Fig. 6C and D). Injection of 2-DG inhibited glycolysis in all tested conditions to similar level (Fig. 6C and D).

### 3.6 Deletion of NOX4 does not impact the mitochondrial quantity

In order to determine the possible impact of Nox4 on the amount of mitochondria, we determined the mitochondrial DNA content and compared it to genomic DNA content by qPCR. We did not find difference in the amount of mitochondrial DNA between WT and Nox4 KO fibroblasts without and with TGF-β2 (Supplementary Figs. 6A, B, C).

Altogether, we showed that Nox4 deletion does not interfere with physiological wound healing *in vivo* and TGF-β-mediated myofibroblasts differentiation *in vitro.* Nox4 deletion led to upregulation of *Ucp2* and *Hddc3* even without TGF-β2 and downregulation of *Islr* expression in myofibroblasts. However, changes in these genes does not affect either cellular metabolism or mitochondrial quantity.

## 4 Discussion

In this study, we aimed at elucidating the role of NOX4 during physiological wound healing and differentiation of skin fibroblasts into myofibroblasts. We found that NOX4 did not impact physiological wound healing in mouse. *In vitro*, NOX4 was strongly upregulated in mouse and human skin fibroblasts treated by TGF-β1 and TGF- β2, but NOX4 was dispensable for myofibroblast differentiation and cellular bioenergetics. However, we documented an upregulation of the redox modulators *Ucp2* and *Hddc3* in primary skin fibroblasts isolated from Nox4-deficient mice.

TGF-β is the main growth factor involved in myofibroblast differentiation. TGF-β induces massive gene expression changes, including typical proteins of the ECM and ⍺-SMA, leading to a typical contractile myofibroblast phenotype. During skin wound healing, fibroblasts proliferate and differentiate into myofibroblasts, inducing contraction of the wound. In our study, we confirmed that contraction of the wound was preponderant during wound closure in mouse and that Nox4 deletion had no impact on the specific myofibroblast differentiation markers ⍺-SMA and collagen during skin wound repair. A previous study had shown a slight, but significant delay in wound closure using the same Nox4 KO mouse strain [32]. However, in our study, the time necessary for wound closure was identical in WT and Nox4 KO mice. We have no clear answer for these contrasting results. Variation of normal microbiota present on the skin of this mouse strain may partly explain this discrepancy. Indeed Nox4-derived H_2_O_2_ may have a role in host defense or at least the regulation of microbial niche, similarly to NOX1 or DUOX in the gut [64,65] as well as NOX2 in macrophages and during the neutrophil oxidative burst [66].

There are three TGF-β isoforms in mammals [67]. TGF-β1 and TGF-β2 exhibit similar stimulating effect on wound healing and myofibroblasts differentiation [68], while TGF-β3 acts as their antagonist [69,70]. NOX4 was induced by TGF-β1 and TGF-β2 in both mouse and human skin fibroblasts to similar levels at identical concentrations, suggesting a common mechanism of NOX4 induction by these two TGFβ isoforms.

Normal wound healing shares multiple features of fibrosis, including TGF-β-mediated myofibroblast differentiation. Accordingly, *in vitro* TGF-β-induced myofibroblast formation is often used as a surrogate model to study the mechanisms governing fibrotic diseases.

In this context, several studies have described NOX4 as a key mediator of myofibroblast differentiation using cardiac [20], pulmonary [19], or intestinal fibroblasts [71], among others. Based on these studies, NOX4 inhibition has been proposed as an anti-fibrotic therapy and NOX4 inhibitors are currently evaluated in clinical trials for several fibrotic diseases [72]. In our study, NOX4 was not involved in skin fibroblast to myofibroblast differentiation. In particular, an unbiased RNAseq analysis showed that the typical molecular pathways induced by myofibroblast differentiation did not differ between WT and Nox4 KO skin mouse fibroblasts. 

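Whether the response to TGF-β2 itself differed between the genotypes was tested as the interaction of genotype and stimulation over all 12 libraries and 10890 genes. No gene had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test (smallest adjusted p = 0.85), and 290 had an unadjusted p-value under 0.05. DESeq2 called 6 genes in the same contrast, Zfp503, Jund, Tpt1, Scand1, Dbp and Crlf2, all with a negative interaction. Among the lists of genes, the interaction was 0.11 for wound healing (median log2, adjusted p = 0.521 from camera), 0.036 for TGF-β and SMAD signaling (adjusted p = 0.323) and -0.14 for the contractile cytoskeleton (adjusted p = 0.633). For the contractile cytoskeleton it lay between -0.21 and -0.0031 when each library was left out in turn. The sign for wound healing changed without the third Nox4 KO control library (-0.024) and without the first stimulated Nox4 KO library (-0.027), and the list was called without the third WT control library (0.17, adjusted p = 0.0413) and without the third stimulated Nox4 KO library (0.22, adjusted p = 0.0137). That for TGF-β and SMAD signaling changed without the third WT control library (-4.2e-04) and with upper-quartile (-0.017) or library-size normalization (-0.027). It was 0.27 for the extracellular matrix, with 27 of 32 genes above 0 (adjusted p = 0.00582), and 0.11 for focal adhesion and integrins, with 16 of 20 above 0 (adjusted p = 0.0236), and neither of these calls held under fry (adjusted p = 0.76 and 0.632). Neither call was made without the first WT control library (adjusted p = 0.0847 and 0.0942), the second stimulated WT library (0.0772 and 0.0637), the third Nox4 KO control library (0.261 for both) or the first stimulated Nox4 KO library (0.154 and 0.0512). The focal adhesion call was also lost without the second WT control library (0.198), without the third stimulated WT library (0.0789) and with a replicate block. Acta2, which encodes α-SMA and lies on chromosome 19 from 34241090 to 34255590, was abundant before stimulation, with 5675 ± 529 RPKM (SD, n = 3) in WT control and 5867 ± 128.7 RPKM (SD, n = 3) in Nox4 KO control. After TGF-β2 it had 6060 ± 1555 RPKM (SD, n = 3) and 5320 ± 1328 RPKM (SD, n = 3). Its log2 fold change was 0.13 in WT (standard error 0.23, adjusted p = 0.711) and -0.058 in Nox4 KO (standard error 0.21, adjusted p = 0.854), within the spread of the replicates. Its sign changed in WT without the second stimulated library (-0.085) and in Nox4 KO without the first (0.065) or the second (0.011) stimulated library. By qPCR, the paper reports a similar rise of Acta2 RNA with TGF-β2 in WT and Nox4 KO fibroblasts, which these libraries did not show. Its text does not give how long the cells of that qPCR were stimulated. The cause of this difference was not tested. Nox4 was, the paper concludes, not involved in this differentiation. The similar response of these pathways in WT and Nox4 KO cells is among its grounds. The others are α-SMA, F-actin and contraction of Nox4 KO cells, wound closure in Nox4 KO mice, and its results from p22phox-deficient cells and from human cells.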

We confirmed that NOX4 was not essential for myofibroblast differentiation using primary skin fibroblasts from p22^phox^-deficient mouse and human skin fibroblasts isolated from a patient carrying a p22^phox^ mutation and human skin fibroblasts treated with NOX4 siRNA. Intriguingly, pharmacological treatment with GKT137831 and DPI mitigated ⍺-SMA expression in skin fibroblasts treated with TGF-β1 independently of NOX4. DPI is a potent NOX inhibitor [73], however, DPI is not selective, as it potently inhibits other flavoprotein oxidases including nitric oxide synthase [74], xanthine oxidase [75], complex I of the mitochondrial chain [76], NADPH cytochrome P450 oxidoreductase (CYP450) [77] and all NOX isoforms [78]. GKT137831 (Setanaxib) is an experimental antifibrotic drug described as a NOX1/NOX4 inhibitor [79], which is currently under clinical evaluation. However, its mode of action and specificity are uncertain as it displays antioxidant properties similar to its close analogue GKT136901 [78,80]. The fact that DPI inhibited myofibroblast differentiation at low concentration (1 μM) suggests that other flavoenzymes are involved in this process. Although GKT137831 slightly mitigated NOX4 upregulation, it inhibited myofibroblast differentiation independently of NOX4. As GKT137831 is not known as a flavoenzyme inhibitor, this argues for another ROS generating system. In the human foreskin fibroblasts used in this study, NOX1 is absent, but DUOX1 and 2 are present (data not shown). DUOX1 may be the target for DPI and GKT137831-mediated mitigation of myofibroblast differentiation. Indeed, in a wound healing model in zebrafish larvae, a gradient of H_2_O_2_ produced by DUOX at the wound margin serves as signaling to help recruitment of leukocytes to the wound [81]. A role of DUOX1-derived H_2_O_2_ in myofibroblast differentiation was also proposed in TGF-β1-treated lung fibroblasts [82]. 

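Of 43 flavoenzyme genes whose products can form hydrogen peroxide, Nox4 included, 24 passed the filter of 1 RPKM in both comparisons of Nox4 KO with WT. In control 9 of the 24 were higher in Nox4 KO, with a median log2 fold change of -0.033 (adjusted p = 0.633 from camera), which was 0.0059 with upper-quartile and 0.0067 with library-size normalization. After TGF-β2 11 of 24 were higher, with a median of -0.0032 (adjusted p = 0.929), and with each library left out in turn this median lay between -0.051 and 0.021, above 0 without the first or second stimulated WT library or the first stimulated Nox4 KO library. No gene of the list had an adjusted p-value under 0.05, over all genes tested or adjusted over the list alone. A single gene, Nox4 itself and lower in Nox4 KO, had an unadjusted p-value under 0.05 in each condition. The largest increase in control was that of Nqo1, with a log2 fold change of 0.34 (standard error 0.44, adjusted p = 0.9), and after TGF-β2 that of Aox1, with 0.40 (standard error 0.26, adjusted p = 0.835), neither of them past the threshold. Of 11 genes for subunits and partners of the NADPH oxidases, Cyba, Poldip2 and Rac1 passed the filter. Cyba, which encodes p22phox, had a log2 fold change of 0.16 in control (standard error 0.059, adjusted p = 0.83, unadjusted p = 0.032) and of -0.15 after TGF-β2 (standard error 0.20, adjusted p = 0.841). The list of these 3 genes had a median of 0.033 in control (adjusted p = 0.323 from camera) and of -0.15 after TGF-β2 (adjusted p = 0.37), or 0.045 without the second stimulated WT library.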

The RNAseq data did not point towards upregulation of another H_2_O_2_-generating flavoenzyme, which could compensate the deficiency of Nox4 as only 3 genes were differentially expressed in Nox4 KO fibroblasts treated with TGF-β1: an upregulation of *Ucp2* and *Hddc3*, and downregulation of *Islr* in *Nox4*-deficient skin fibroblasts in both basal and TGF-β2-treated conditions. *Islr* is ubiquitously expressed, but is enriched in fibroblasts. It is used to trace mesenchymal lineages [83] and its expression in cancer-associated fibroblasts (CAF) represents a favorable biomarker of cancer progression [84]. The *Hddc3* gene encodes Mesh1, a ubiquitous protein displaying a pro-oxidant activity as it acts as a NADPH phosphatase and depletes intracellular NADPH and glutathione and sensitizes cells to ferroptosis, a regulated form of cell death driven by the lethal accumulation of lipid hydroperoxides [32]. Ucp2 belongs to the family of inner mitochondrial membrane carrier proteins and to the subfamily of uncoupling proteins [34]. UCP2 is involved in numerous functions, such as cell proliferation [85,86], cell metabolism [87,88] and glycolysis [89]. UCP2 is regulated during cellular stress and the antioxidant response [90]. Although it appears counter-intuitive that the absence of a H_2_O_2_-generating system (i.e. NOX4) leads to an antioxidant response, a recent study showed that increased UCP2 in lung fibroblasts of idiopathic pulmonary fibrosis has a profibrotic impact associated with increased oxidative stress, impaired ATP synthesis and senescence [91]. In addition, in the context of NOX4, high levels of oxidative markers (8-hydroxyguanosine) and induction of the redox-sensitive nuclear factor erythroid 2-related factor 2 (Nfr2) transcription factor are described in the renal cortex of Nox4-deficient mice [92]. It is therefore possible that, in absence of NOX4, an elevated uncoupling by UCP2 leads to a mitochondrial compensatory ROS generation. However, mitochondrial function and glycolysis were not different in Nox4 KO fibroblasts with or without TGF-β2. We confirmed an increase of UCP2 following TGF-β1 in human fibroblasts, but NOX4 knock-down did not lead to further increased upregulation of UCP2 or HDDC3 in these cells. On the contrary, treatment with NOX4 siRNA or DPI decreased UCP2 expression to basal levels. The fact that *Ucp2* or *Hddc3* are upregulated in basal conditions (without TGF-β2) suggests a compensatory mechanism in the Nox4-deficient mouse.

Altogether, in spite of an extensive set of experiments, we did not observe an impact of NOX4 in wound closure, a minimal difference in molecular signature of primary fibroblasts from WT and Nox4 KO mice following TGF-β2 and no obvious differences in mitochondrial function and glycolysis. NOX4 upregulation during myofibroblast transition was neutral in our experimental conditions. There is no known post-translational activator of NOX4-dependent H_2_O_2_ generation as NOX4 activity is regulated at the transcriptional level [40]. Rozycki and collaborators [93] have proposed a two-hit mechanism for epithelial-mesenchymal transition (EMT) of kidney tubular cells: NOX4 induction by TGF-β alone is insufficient for EMT, which requires another pre-requisite, namely the disruption intercellular contacts, e.g. following a mechanical stimulus, which activate the cytoskeleton-regulated transcription factors MRTF and TAZ/YAP. Further studies may address if a similar mechanism leading cytoskeleton and NOX plays a role in fibroblast to myofibroblast transition. As of today, the physiological role of NOX4 is still not fully understood as no disease-causing mutations have been described in humans while Nox4 KO mice do not display an obvious phenotype even in kidney tubular cells where NOX4 is expressed at extremely high levels. Physiologically, NOX4 has been proposed to act as an O_2_ sensor [94] and to contribute in endothelial differentiation during development [95]. However, most of the work on NOX4 was done to study its role in pathological conditions. NOX4-derived H_2_O_2_ have been described to be a pathological mediator of fibrotic [19,96], cardiovascular [97] and neurological [98] diseases, but a protective effect of NOX4 has also been shown in hepatic cancer [99] or intestinal inflammation [100].

A key finding of this study is a so far unidentified link between NOX4 and the mitochondrial protein Ucp2 and the pro-oxidant protein Hddc3 in mouse fibroblasts. This unexpected aspect should be considered in the interpretation of data using Nox4-deficient mice and brings new insights for a potential role of NOX4 in mitochondria function and ferroptosis. Finally, we showed that the pharmacological compounds DPI and GKT137831 inhibited myofibroblast differentiation independently of NOX4 inhibition. Further studies aiming at identifying alternative enzymatic targets of DPI may bring new insights in the redox regulation of fibroblasts to myofibroblast differentiation.

## Authors contributions

A.M. S. performed the experiments; T. S. performed experiments with human fibroblasts; A. F. performed experiments with mouse kidney; Y. C. helped with the design, execution and analyzes; M-J. S. provided p22 mutated hDFs and hDFs; M-L. B-P. provided the α-SMA antibody and TGF-β2; D. A-L., B. P-C., A. M., A.M. S., K-H. K. designed the experiments,A.M. S and V. J. wrote the manuscript and prepared the figures; A. M. S. D-S. edited the manuscript.

## Funding

This study was granted by 10.13039/501100001711Swiss National Science Foundation to Brigitte Pittet-Cuénod and Ali Modarressi (Grant 310030–170132) and Karl-Heinz Krause (Grant 31003A-179478).

## Conflicts of interest

All authors have no competing interests to declare.

**Supplementary table 1:** Sequence of primers used for genotyping

1	*Nox4* WT sequence	TCA-TGA-CAG-TTG-GGG-ACA-AA	TTG-AAA-ATT-CAA-CAC-AAG-TCT-CC
2	*Nox4* KO sequence	TCA-TGA-CAG-TTG-GGG-ACA-AA	AAC-GTC-GTG-ACT-GGG-AAA-AC
3	*Cyba* WT sequence	CAA-GCC-TGC-CTG-AGT-TTG-G	CAA-ACT-AGG-CCA-GCT-GAA-GC
4	*Cyba* KO sequence	CGC-TCG-TGT-ATT-TCT-ACT-GTA-ACG	GAA-GCA-GCA-CAT-ATC-TGT-CAT-CC

**Supplementary Table 2:** Sequence of primers for qPCR.

1	*Cyba*	CTG-CTG-GAC-GTT-TCA-CAC-AG	AGA-GTA-GGC-GCC-GAA-ATA-CC
2	*Acta2/ACTA2*	GTC-CCA-GAC-ATC-AGG-GAG-TAA	TCG-GAT-ACT-TCA-GCG-TCA-GGA
33	*Nox4/NNox4/NOX4OX4*	GCT-CAT-TTC-CCA-CAG-ACC-TGGCT-CAT-TTC-CCA-CAG-ACC-TG	CTC-CGC-ACA-ATA-AAG-GCA-CACTC-CGC-ACA-ATA-AAG-GCA-CA
44	*Ucp2*	ATG-GTT-GGT-TTC-AAG-GCC-ACA	CGG-TAT-CCA-GAG-GGAA-AGT-GAT
5	*UCP2*	GGA-GGT-GGT-CGG-AGA-TAC-CAA	ACA-ATG-GCA-TTA-CGA-GCA-ACA-T
6	*Eef1*	TCC-ACT-TGG-TCG-CTT-TGC-T	CTT-CTT-GTC-CAC-AGC-TTT-GAT-GA
7	*EEF1*	AGC-AAA-AAT-GAC-CCA-CCA-ATGAGC-AAA-AAT-GAC-CCA-CCA-ATG	GGC-CTG-GAT-GGT-TCA-GGA-TAGGC-CTG-GAT-GGT-TCA-GGA-TA
88	*GadphGadph*	TCC-ATG-ACA-ACT-TTG-GCA-TTGTCC-ATG-ACA-ACT-TTG-GCA-TTG	CAG-TCT-TCT-GGG-TGG-CAG-TGACAG-TCT-TCT-GGG-TGG-CAG-TGA
9	*GADPH*	GCA-CAA-GAG-GAA-GAG-AGA-GAC-	AGG-GGA-GAT-TCA-GTG-TGG-TG
10	*Hddc3*	TGC-ACC-CCT-ACA-GGA-TGG-TC	AAG-CCC-TTT-TAC-CAC-CTG-GG
11	*HDDC3*	GCT-GCA-CCC-CAG-AGG-TAA-AA	CTG-GCA-AGC-TTG-GTT-CAA-GG
12	*P0*	AAT-CTC-CAG-AGG-CAC-CAT-TG	GTT-CAG-CAT-GTT-CAG-CAG-TG
13	*MT-Nd1*	TCA-CTA-TTC-GGA-GCT-TTA-CGA-GC	CAT-ATT-ATG-GCT-ATG-GGT-CAG-GC
14	*MT-Cox1*	GAC-TTG-CAA-CCC-TAC-ACG-GA	CCG-GTT-AGA-CCA-CCA-ACT-GT
15	*MT-Atp6*	GCA-GTC-CGG-CTT-ACA-GCT-AA	GGT-AGC-TGT-TGG-TGG-GCT-AA

## Figures and Tables

**Supplementary Fig. 1:**
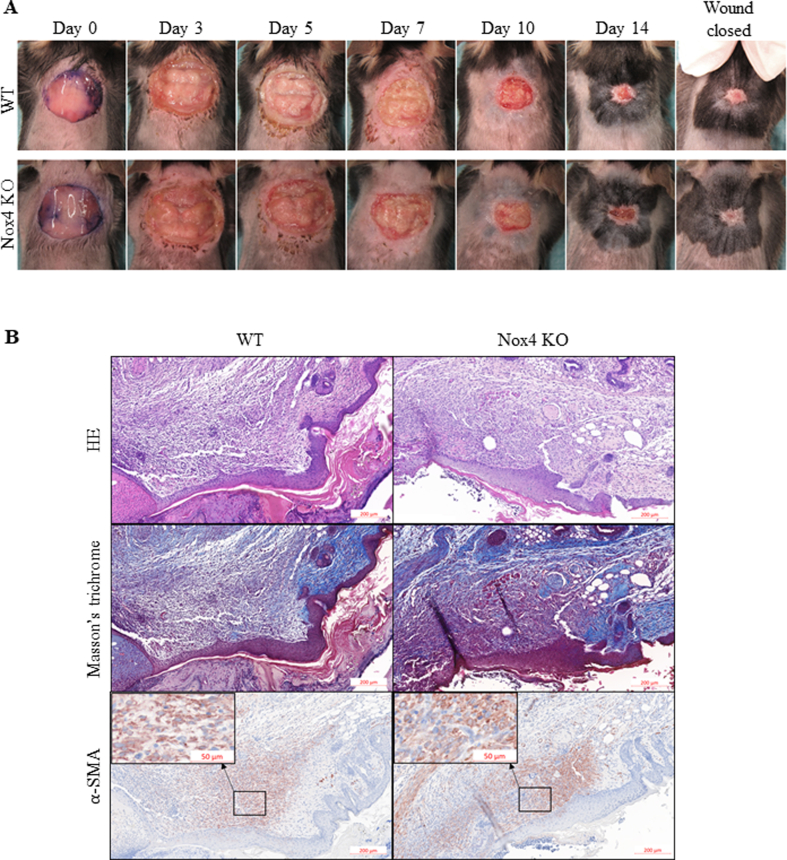
Physiological wound repair in WT and Nox4 KO mice. A. Representative digital images of skin wounds at day 0, 3, 5, 7, 10, 14 and wound closure from WT and Nox4 KO mice; B. Representative images of HE staining, Masson’s trichrome staining and IHC staining for α-SMA at day 7 of wound healing in WT and Nox4 KO mice.

**Supplementary Fig. 2:**
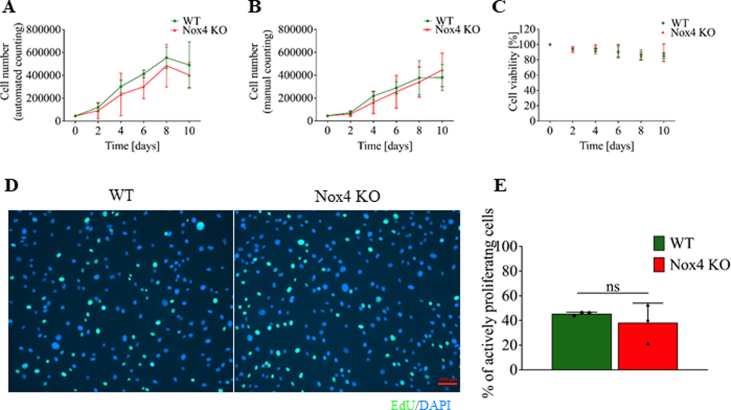
Nox4 deficiency did not affect basal survival and proliferation capacity of primary skin fibroblasts. A. Number of WT and Nox4 KO primary skin fibroblasts counted automatically every 2 days during 10 days of standard cell culture; B. Number of WT and Nox4 KO primary skin fibroblasts counted manually every 2 days during 10 days of standard cell culture; C. Viability of WT and Nox4 KO primary skin fibroblasts represented as a percentage of Trypan blue negative cells to the total number of cells; D. Representative fluorescent images of WT and Nox4 KO primary skin fibroblasts labelled with EdU (green) and stained with DAPI (blue); E. Proliferation rate of WT and Nox4 KO primary skin fibroblasts represented as percentage of actively proliferating cells (EdU positive) to the total number of cells; WT (green circles, lines and bars) n = 3, Nox4 KO (red triangles, lines and bars) n = 3; Data shown as mean ± SD; ns – not significant; Cell number, viability – Two-way ANOVA, Proliferation capacity – Unpaired t-test.

**Supplementary Fig. 3:**
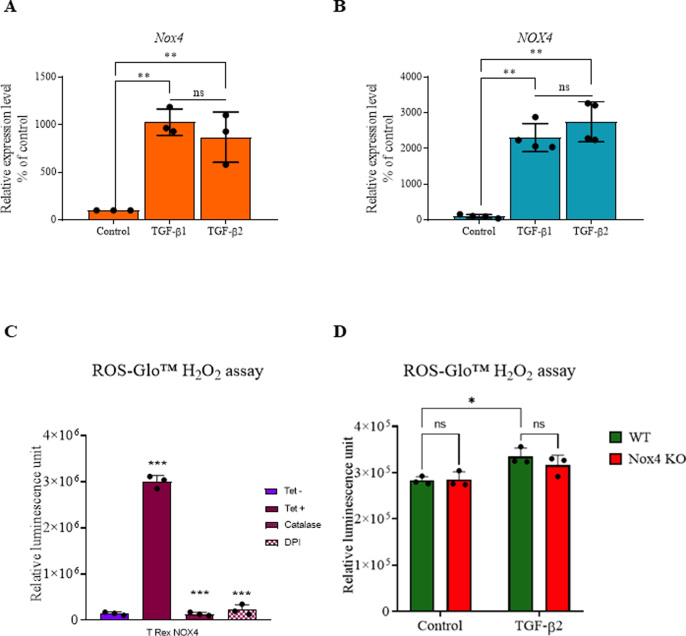
TGF-β treatment led to increased NOX4 mRNA expression and ROS generation in human skin fibroblasts. A. and B. NOX4 mRNA expression is upregulated in primary mouse and human skin fibroblasts cultured without (Control) or with TGF-β1 or TGF-β2. C. and D. ROSGloTM H2O2 assay. Expression of NOX4 was induced by tetracycline (Tet) leading to increased luminescence. The signal is inhibited by catalase and DPI. D. Detection of H2O2 in skin fibroblasts differentiated by TGF-β2 (5 days) showed low luminescence levels compared to Tet-induced NOX4 cells (C.) and no difference between WT and Nox4. Data shown as mean ± SD; *** p < 0.001, ### p < 0.0001; Two-way ANOVA.

**Supplementary Fig. 4:**
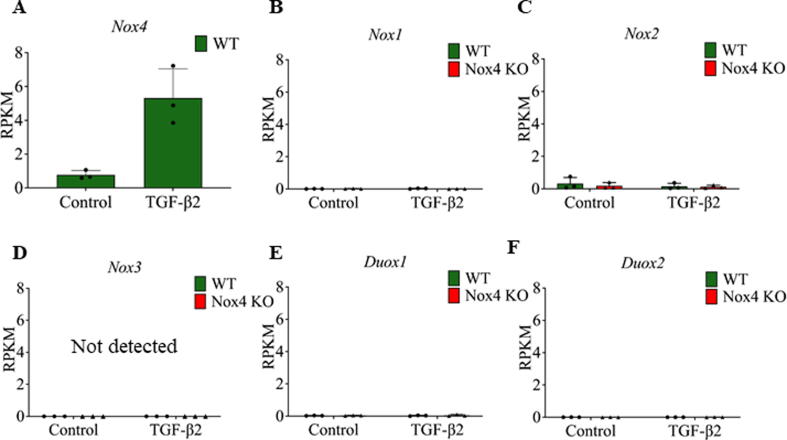
Expression of Nox isoforms in RNA seq dataset. A to F. mRNA expression level of different Nox isoforms – Nox4 (A), Nox1 (B), Nox2 (C), Nox3 (D), Duox1 (E), and Duox2 (F) in WT and Nox4 KO primary skin fibroblasts in control condition or after 24h of TGF-β2 stimulation determined by RNA sequencing; WT (green bars) n = 3, NOX4 KO (red bars) n = 3, RPKM – Reads per kilo base per million mapped reads; Data shown as mean ± SD.

**Supplementary Fig. 5:**
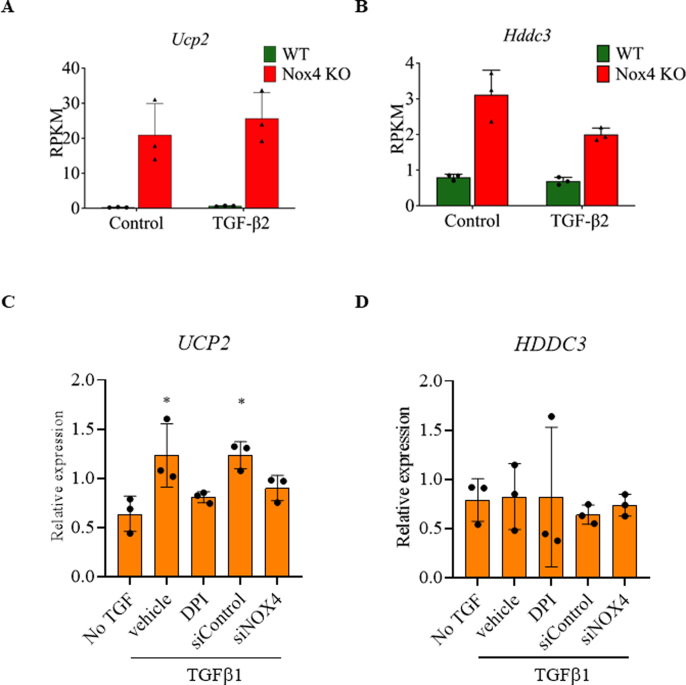
Differential expression of Ucp2 and Hddc3 in primary mouse and human skin fibroblasts. A. and B. mRNA expression of Ucp2 (A), Hddc3 (B) in WT and Nox4 KO primary skin fibroblasts in control condition or after 24h of TGF-β2 stimulation determined by RNA sequencing; WT (green bars) n = 3, Nox4 KO (red bars) n = 3, RPKM – Reads per kilo base per million mapped reads; Data shown as mean ± SD. C and D. UCP2 (C) and HDDC3 (D) mRNA expression after DPI treatment (1 μM) and siRNA silencing of NOX4 gene in HFF cultured without or with TGF-β1.

**Supplementary Fig. 6:**
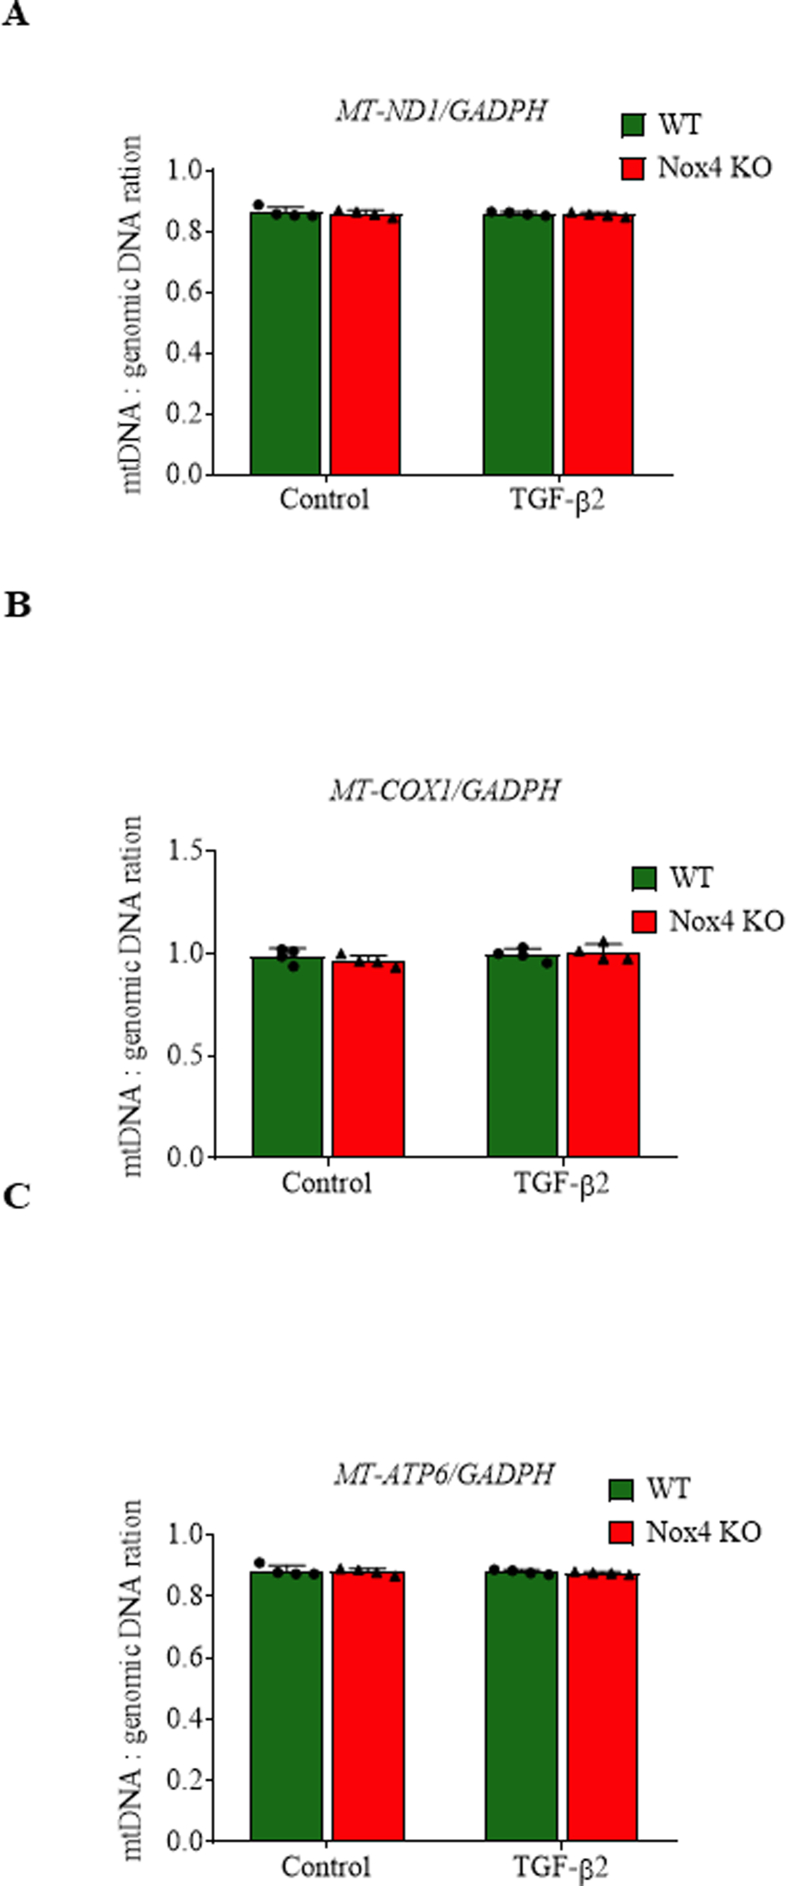
Mitochondrial content in Nox4-deficient primary mouse fibroblasts. A., B. and C. Ratio of mitochondrial DNA to genomic DNA defined as a ration of three chosen mitochondrial genes – MT-Nd1 (A), MT-Cox1 (B) and MT-Atp6 (C) to GADPH; WT (green bars) n = 4, Nox4 KO (red bars) n = 4; Data shown as mean ± SD; Two-way ANOVA.

## Data Availability

The complete list of significantly up- or downregulated genes in all conditions are documented in GEO database under the accession number GSE197562

How the deposited data were processed for this re-analysis (not part of the article)

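RNA from primary mouse skin fibroblasts was sequenced in 12 libraries, 3 each of WT control, WT stimulated with TGF-β2 (10 ng/ml, 24 h), Nox4 KO control and Nox4 KO stimulated with TGF-β2. Groups and replicate numbers were taken from the sample labels and the paper. The authors mapped the reads to GRCm38 with STAR, discarded reads with more than 1 location and counted reads on merged exons of protein-coding isoforms with featureCounts, and the deposited values are these raw counts of reads per gene. Whether the counting used the strand is not stated. No normalization or filter had been applied to the deposited table of 21556 genes, and all of its columns were assigned to a sample.

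All further values were computed from these counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each of the 21556 genes was matched by its Ensembl identifier to the GENCODE annotation of GRCm38, which gave its symbol, position and the length of its merged exons, from protein-coding transcripts for 21099 genes and from all transcripts for the other 457. RPKM was computed from the count, this length and the total count of the library. Totals were between 35118344 and 43796260 per library. For a gene of 2 kb, 3 counts in the smallest library correspond to 0.0427 RPKM. A count of 0 allows up to 3 counts. Such limits cover counting error only.

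The 4 comparisons (TGF-β2 against control in WT and in Nox4 KO, and Nox4 KO against WT in control and after TGF-β2) were each fitted on their own 6 libraries. Genes with a mean RPKM of at least 1 in at least 1 of the groups were kept, following the paper's limit of 1 RPKM, and tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. A call is an adjusted p-value under 0.05 and a fold change of at least 2. The standard error of a log2 fold change was derived from the F statistic. The interaction of genotype and stimulation was tested over all 12 libraries at an adjusted p-value under 0.05. Single genes that the paper plots were also compared with two-sided exact permutation tests of log2(CPM + 0.5), where 3 libraries against 3 allow no p-value under 0.1. A fold against a group with at most 3 counts in every library was computed against 3 counts and is given as a lower bound.

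The rule for naming genes, the gene lists and the alternatives were set before the data were examined, except where stated. The rule takes every gene the paper names for its RNAseq data and Acta2, the 5 largest rises and falls among the called genes whose groups do not overlap in each comparison, the 10 genes with the smallest adjusted p-value among those called in the interaction, the members of the gene lists, and called genes within 20 Mb of Nox4. Vat1l, Aldh1a3, Lipg, Scand1, Lingo2, Zfp503, Jund, Tpt1, Dbp and Crlf2, which alternative settings called, were named after their values were seen.

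There were 19 gene lists, written by hand because the STRING terms of the paper were not used here. The lists of wound healing, TGF-β and SMAD signaling, extracellular matrix, contractile cytoskeleton, and focal adhesion and integrins were tested in all 4 comparisons and in the interaction. Those of the interferon response, posterior and anterior position, myeloid cells, adipocytes, the Y chromosome, flavoenzymes that form hydrogen peroxide, NOX partner subunits, NRF2 targets, and mitochondrial uncoupling and respiration were tested for Nox4 KO against WT. Camera with a preset correlation of 0.01 was used for lists of at least 3 kept genes, with Benjamini-Hochberg adjustment over 45 tests. Lists of keratinocyte, endothelial and skeletal muscle genes kept 2 genes each and that of Schwann cells and melanocytes kept 0, and these were not tested. The share of genes with an unadjusted p-value under 0.05 within 20 Mb of Nox4, without Nox4, Ucp2 and Hddc3, was compared with all other genes by a two-sided Fisher's exact test and with runs of as many neighbouring genes elsewhere.

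The labels give the groups the same replicate numbers. Same-numbered Nox4 KO control and stimulated libraries deviated together from their group means, with correlations of 0.771, 0.685 and 0.748, so the numbers pair these samples. The pairing comes from this check, since neither the labels nor the paper state it.

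The alternatives were DESeq2, edgeR's exact test and its legacy quasi-likelihood test, upper-quartile and library-size normalization, 4 other filters, all 12 libraries in the fit, a replicate block, no fold limit, fry in place of camera, windows of 10 and 40 Mb, an unadjusted limit of 0.01, and leaving out each library in turn. Added after seeing the data were gene lengths from all transcripts, edgeR's likelihood ratio test, and a filter of 1 RPKM in every library.

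The procedures were tested on simulated counts with the library sizes of the real data, the means of WT control and the replicate spread of the WT libraries. Genes were drawn independently. The changed genes of the main and interaction tests were given log2 changes above the fold limit. Their shares called thus do not speak for smaller changes or for the spread among Nox4 KO libraries. The main test called 98.0% of 197 changed genes among 10723, and 3.02% of its calls were unchanged genes. With no change simulated it called 0 genes, and 5.11% of 10703 genes had an unadjusted p-value under 0.05. The interaction test called 94.9% of the changed genes among 10792, and 8.74% of its calls were unchanged genes. The list test called 1 list, the shifted one, which does not show how it behaves with correlated genes. The share near Nox4 was 31.7% where 30% of these genes had been changed and 4.24% where none had.

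The experiments by qPCR, staining and blotting, the human cells, the metabolic measurements and the wounds in mice were not analysed here.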

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

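The tests of other divisions of the samples for the gene lists and for the share near Nox4, of GC content and gene length, and of adipocytes were chosen after the result they address was seen.

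Genes within 20 Mb of Nox4 differed between Nox4 KO and WT more often than other genes, in genes the paper does not discuss. Without Nox4, Ucp2 and Hddc3, the share with an unadjusted p-value under 0.05 was 20.6% in control and 19.1% after TGF-β2. The largest share in 7150 runs of as many neighbouring genes elsewhere was 10.3% in control, and in 6888 runs it was 7.41% after TGF-β2. Of the 34 such genes near Nox4 in control, 30 changed in the same direction after TGF-β2 and 16 had an unadjusted p-value under 0.05 there in the same direction. Of 537 such genes elsewhere, 210 changed in the same direction and 36 had such a p-value. Genes elsewhere matched in GC content, length and expression gave 5.76% in control, which argues against these properties as the source. The real grouping gave the largest share of the 10 divisions of the 6 samples in both conditions (1 of 10 and 1 of 10; the largest other shares were 10.9% and 6.96%), which is the least that 10 divisions can give. A candidate explanation is genome of the donor strain kept around the targeted Nox4 gene when the line was bred to C57BL/6, which needs a raised share such as the 20.6%. The design confounds this stretch with the loss of Nox4 itself, since each Nox4 KO culture carries the targeted allele, so an effect of Nox4 on its neighbours stays open and was not tested. No strain variants were read, as the counts hold no sequence. The share fell to 12.0% in control without WT control replicate 1, to 12.7% without Nox4 KO control replicate 2, to 11.1% after TGF-β2 without Nox4 KO TGF-β2 replicate 2 and to 11.9% without WT TGF-β2 replicate 1.

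The interferon response list, whose members the paper does not discuss as a group and of which Fig. 5D labels 4 (Ifit1, Isg15, Trim30a and Slfn5), was lower in Nox4 KO than in WT. Its median log2 fold change was -1.33 in control (1 of 24 genes higher, adjusted p = 1.23e-09 from camera and 0.759 from fry) and -1.07 after TGF-β2 (0 of 20 higher, adjusted p = 1.39e-05 and 0.76). In control, 1 WT library had the response. The list lay 2.39 above its mean over all libraries in WT control replicate 3, at 0.093 and -0.040 in the other WT control libraries and at 0.36, 0.12 and -0.26 in the Nox4 KO control libraries. Without WT control replicate 3 the median was 0.049. After TGF-β2, WT replicate 1 was the high library at 1.29, and without it the median was 0.31. The difference is therefore consistent with an interferon response in single WT cultures, and the value of 2.39 argues against a difference shared by the WT cultures. What raised the response in these cultures was not tested. Trim30a and Isg20 of this list also lie near Nox4.

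Lists of the wound healing and extracellular matrix genes, which the paper does not compare between unstimulated Nox4 KO and WT cells, were slightly lower in Nox4 KO control. The median was -0.085 for wound healing (5 of 21 higher, adjusted p = 0.0236 from camera, 0.76 from fry) and -0.12 for the extracellular matrix (6 of 32 higher, adjusted p = 2.93e-04, 0.632 from fry). Wound healing moved to 0.015 without WT control replicate 1 and to 0.044 without Nox4 KO control replicate 3, and was not called without WT control replicate 2 (-0.037). The extracellular matrix was not called without Nox4 KO control replicate 3 (median -0.025). The numbers of lists called, 5 in control and 3 after TGF-β2, were reached in 8 and 7 of the 10 divisions of the 6 samples, and other divisions called up to 8 lists, so numbers of this size also arise when the cultures are divided without regard to genotype. No biological explanation was tested.

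The list of posterior and hindlimb position, of which Fig. 5D labels Pitx1 and Hoxa11, was higher in Nox4 KO control, with a median of 0.19 (7 of 11 genes, adjusted p = 0.0236 from camera, 0.361 from fry), and was not called with library-size normalization (0.23, adjusted p = 0.0791), without WT control replicate 2 (0.12, 0.141) or without Nox4 KO control replicate 3 (0.18, 0.316). If skin had been taken from a more posterior position in the Nox4 KO mice, the other posterior genes would be higher too. The 9 others had a median of 0.012, with 5 higher and 4 at an unadjusted p-value under 0.05. As members went both ways, this does not decide, and the position of the skin and the genotype cannot be told apart. The anterior list was not lower, with a median of 0.17 (9 of 11 higher, adjusted p = 0.0618). It was called higher with no filter (0.18, adjusted p = 0.0229), without WT control replicate 3 (0.20), Nox4 KO control replicate 1 (0.28) or Nox4 KO control replicate 2 (0.26), and was -0.0041 without Nox4 KO control replicate 3.

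The adipocyte list, of which Fig. 5D labels Lpl, was lower in Nox4 KO, with a median of -0.75 in control (0 of 4 genes higher, adjusted p = 3.70e-05 from camera, 0.361 from fry) and -0.66 after TGF-β2 (0 of 3 higher, adjusted p = 0.00231, 0.361 from fry), where it was not called with no filter (-0.11, adjusted p = 0.227). Adipocytes in the WT cultures would bring their abundant transcripts. Adipoq, Plin1, Cfd, Cidec and Car3 together reached at most 33 counts in any WT library (WT control replicate 3), and 1 and 0 counts in WT control replicates 1 and 2, which had 2954 and 2185 counts of Lpl. This argues against adipocytes in the WT cultures as the source. A difference in the fibroblasts themselves stays open and was not tested.

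The list of NRF2 targets was lower in Nox4 KO after TGF-β2, with a median of -0.15 (4 of 18 genes higher, adjusted p = 0.0368 from camera, 0.632 from fry). It was not called without WT TGF-β2 replicate 2 (-0.12), WT TGF-β2 replicate 3 (-0.11) or Nox4 KO TGF-β2 replicate 1 (-0.12). In control the median was -0.12 (5 of 18 higher, adjusted p = 0.127). It was called there without WT control replicate 1 (-0.15), WT control replicate 2 (-0.13) or Nox4 KO control replicate 2 (-0.15), and was 0.017 without WT control replicate 3. No explanation was tested.

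The response of lists to TGF-β2 differed between the genotypes in the test of the interaction. The median interaction was 0.27 for the extracellular matrix and 0.11 for focal adhesion and integrins. Both calls depended on single libraries, with medians of 0.10 and 0.070 without Nox4 KO control replicate 3. As many lists were called in 51 of 100 divisions drawn from the 200 possible, so the grouping of the cultures alone may give this number. For single genes, 0 were called, with 290 at an unadjusted p-value under 0.05. A count of 0 is reached in 100 of 100 divisions by its nature, so the divisions say nothing about it.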

How the results depend on the processing

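Apart from the settings named as added, the alternatives were set in advance. The cause of a change was not tested unless it is stated.

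For the response to TGF-β2, some alternatives changed a number of genes called by more than 1.5-fold. Without a fold limit, which adds genes with smaller changes by its construction, 1138 genes were higher and 1325 lower in WT, and 1644 and 1626 in Nox4 KO. With no filter, which tests more genes, 864 were lower in WT and 751 in Nox4 KO, and with filterByExpr 842 were lower in WT. With 1 RPKM required in every library, a setting added after seeing the data that tests fewer genes, 349 were lower in WT and 297 in Nox4 KO. The numbers in WT stayed within 1.5-fold across the 6 fits that each left out 1 library, with 236 to 304 genes higher and 425 to 591 lower. In Nox4 KO, 154 genes were higher and 291 lower without Nox4 KO TGF-β2 replicate 2, and 291 and 600 without Nox4 KO TGF-β2 replicate 3, which are the lowest and highest values, and the fit without replicate 2 was the one that moved them by more than 1.5-fold. The replicate block stayed within 1.5-fold, with 293 and 628 in WT and 279 and 619 in Nox4 KO. All 832 genes called in WT and 737 in Nox4 KO came from the real grouping (1 of the 10 divisions of the 6 samples in each genotype gave as many), and the other divisions gave 0 genes. Each of those put stimulated and control libraries into both groups, which widens the spread within them. Their count of 0 therefore does not test the calls. As many lists were called in 7 of 10 divisions in WT and in 5 of 10 in Nox4 KO, a test chosen after the result was seen.

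For Nox4 KO against WT, 0 genes were called, with 596 genes in control and 336 after TGF-β2 at an unadjusted p-value under 0.05. A count of 0 is reached in 10 of the 10 divisions of the samples by its nature, so the divisions say nothing about these counts. In control, DESeq2 called 5 higher and 1 lower, the exact test 6 and 1, the likelihood ratio test, added after seeing the data, 6 and 1, and the fit of all 12 libraries 1 higher. After TGF-β2, DESeq2 called 5 higher and 1 lower, the exact test 4 higher, the added likelihood ratio test 4 higher, and the fit of all 12 libraries 1 higher. Across the fits that each left out 1 library, 0 genes were higher and 0 to 1 lower in control (1 without Nox4 KO control replicate 2), and 0 to 1 higher (1 without Nox4 KO TGF-β2 replicate 1) and 0 lower after TGF-β2. The other settings, the replicate block among them, called 0. In simulated counts, 7.14% of the genes that DESeq2 called and 9.68% of those the exact test called were unchanged, against 3.02% for the quasi-likelihood test. For the interaction, 0 genes were called (290 at an unadjusted p-value under 0.05), 6 with DESeq2 and 0 in each of the 12 fits that left out 1 library.

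The number of gene lists called was 0 under fry in each family, against 3 for the response to TGF-β2, 8 for Nox4 KO against WT and 2 for the interaction under camera. The replicate block left 1 for the interaction. Across the fits that each left out 1 library, the number ranged from 1 (without Nox4 KO control replicate 3) to 4 for the response, from 4 (without Nox4 KO control replicate 3) to 12 (without Nox4 KO TGF-β2 replicate 3) for Nox4 KO against WT, and from 0 (without WT control replicate 1, among others) to 3 for the interaction.

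For the genes near Nox4, the Fisher p-value, which takes genes as independent, was under 0.05 with every alternative. Their share stayed above that of other genes in each. It was 30.3% in control and 29.3% after TGF-β2 within 10 Mb, 13.4% and 12.0% within 40 Mb, 7.88% and 7.41% at an unadjusted p-value under 0.01, 18.3% and 21.6% with DESeq2, 23.0% and 17.9% with the replicate block, and 14.4% and 15% with no filter. Leaving out 1 library gave 12.0% (without WT control replicate 1) to 20.2% in control and 11.1% (without Nox4 KO TGF-β2 replicate 2) to 20.4% after TGF-β2.

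With exon lengths from all transcripts, added after seeing the data, Nox4 had 0.834 RPKM in WT control, 5.73 in WT with TGF-β2, 0.431 in Nox4 KO control and 2.53 in Nox4 KO with TGF-β2. Ucp2 had 0.91 in WT with TGF-β2, and Hddc3 had 0.866 in WT control, 0.744 in WT with TGF-β2 and 2.16 in Nox4 KO with TGF-β2. These values fell because the length in the denominator is longer.

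With the replicate block, Ucp2 was called for TGF-β2 in WT (1.13, adjusted p = 0.0171, against 1.03 and 0.128 without the block), as it was without WT control replicate 3 (1.65). Same-numbered WT control and stimulated libraries had correlations of 0.0731, 0.437 and 0.532. As not every pair passed 0.1, these samples were treated as unpaired, but the values of 0.437 and 0.532 leave a pairing open. For Nox4 KO against WT not every pair passed 0.1 either, with 0.185, 0.00511 and 0.289 in control and 0.285, -0.179 and 0.238 after TGF-β2. In Nox4 KO, where the numbers pair the samples, the block gave Ucp2 a log2 fold change of 0.62 for TGF-β2 (adjusted p = 0.00316, against 0.53 and 0.776 without the block), under the fold limit. Beside Ucp2 in WT and the interaction of focal adhesion and integrins (adjusted p = 0.0598), the block changed no call of a named gene or list.

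Some small changes reversed their sign. For the list of TGF-β and SMAD signaling, the median for TGF-β2 in Nox4 KO was -0.057 with upper-quartile and -0.088 with library-size normalization (0.0027 with TMM), the interaction was -0.017 and -0.027 (0.036 with TMM), and the median for TGF-β2 in WT was 0.024 with no filter (-0.014 with the filter). For the flavoenzymes, Nox4 KO against WT in control gave 0.0059 and 0.0067 with these normalizations. Col1a1 in Nox4 KO after TGF-β2 was 6.3e-04 with all 12 libraries (-0.038 otherwise).

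When each library was left out in turn, lists (median log2) and genes (log2 fold change) that changed sign are given with their lowest and highest value and the libraries whose removal changed it. For Nox4 KO against WT in control, these were wound healing from -0.21 to 0.044 (without WT control replicate 1 or Nox4 KO control replicate 3), focal adhesion and integrins from -0.14 to 0.032 (without WT control replicate 1 or WT control replicate 2), contractile cytoskeleton from -0.10 to 0.11 (without WT control replicate 3, Nox4 KO control replicate 1 or Nox4 KO control replicate 2), interferon response from -1.81 to 0.049 (without WT control replicate 3), myeloid from -1.35 to 0.49 (without WT control replicate 3), NRF2 targets from -0.19 to 0.017 (without WT control replicate 3), anterior and forelimb position from -0.0041 to 0.28 (without Nox4 KO control replicate 3), Acta2 from -0.088 to 0.066 (without WT control replicate 3 or Nox4 KO control replicate 2) and Isg15 from -3.08 to 0.11 (without WT control replicate 3). For TGF-β2 in WT, these were TGF-β and SMAD signaling from -0.065 to 0.021 (without WT control replicate 2, WT control replicate 3 or WT TGF-β2 replicate 2), contractile cytoskeleton from -0.016 to 0.14 (without WT control replicate 3 or WT TGF-β2 replicate 2), extracellular matrix from -0.22 to 0.034 (without WT TGF-β2 replicate 2), Acta2 from -0.085 to 0.22 (without WT TGF-β2 replicate 2), Fn1 from -0.38 to 0.034 (without WT TGF-β2 replicate 2) and Col1a1 from -0.23 to 0.0049 (without WT TGF-β2 replicate 2). For the interaction, these were TGF-β and SMAD signaling from -4.2e-04 to 0.10 (without WT control replicate 3) and wound healing from -0.027 to 0.22 (without Nox4 KO control replicate 3 or Nox4 KO TGF-β2 replicate 1). For Nox4 KO against WT after TGF-β2, these were wound healing from -0.12 to 0.14 (without WT TGF-β2 replicate 1 or Nox4 KO TGF-β2 replicate 3), interferon response from -1.49 to 0.31 (without WT TGF-β2 replicate 1), flavoenzymes from -0.051 to 0.021 (without WT TGF-β2 replicate 1, WT TGF-β2 replicate 2 or Nox4 KO TGF-β2 replicate 1), TGF-β and SMAD signaling from -0.015 to 0.054 (without WT TGF-β2 replicate 2 or Nox4 KO TGF-β2 replicate 3), extracellular matrix from -0.034 to 0.25 (without WT TGF-β2 replicate 2), contractile cytoskeleton from -0.17 to 0.033 (without WT TGF-β2 replicate 2), Y chromosome from -0.0039 to 0.42 (without WT TGF-β2 replicate 2), NOX partner subunits from -0.25 to 0.045 (without WT TGF-β2 replicate 2), mitochondrial uncoupling and respiration from -0.22 to 0.0090 (without WT TGF-β2 replicate 2), myeloid from -1.32 to 0.31 (without WT TGF-β2 replicate 3), anterior and forelimb position from -0.19 to 0.14 (without Nox4 KO TGF-β2 replicate 3), Acta2 from -0.37 to 0.034 (without WT TGF-β2 replicate 2), Scx from -0.094 to 1.03 (without Nox4 KO TGF-β2 replicate 3) and Isg15 from -3.49 to 0.78 (without WT TGF-β2 replicate 1). For TGF-β2 in Nox4 KO, these were TGF-β and SMAD signaling from -0.079 to 0.075 (without Nox4 KO control replicate 1, Nox4 KO TGF-β2 replicate 2 or Nox4 KO TGF-β2 replicate 3), contractile cytoskeleton from -0.042 to 0.026 (without Nox4 KO control replicate 1, Nox4 KO control replicate 2, Nox4 KO TGF-β2 replicate 1 or Nox4 KO TGF-β2 replicate 2), Ucp2 from -0.024 to 1.11 (without Nox4 KO control replicate 1 or Nox4 KO TGF-β2 replicate 2), Acta2 from -0.27 to 0.065 (without Nox4 KO TGF-β2 replicate 1 or Nox4 KO TGF-β2 replicate 2), Col1a1 from -0.14 to 0.11 (without Nox4 KO control replicate 1, Nox4 KO TGF-β2 replicate 2 or Nox4 KO TGF-β2 replicate 3) and Cnn1 from -0.24 to 0.041 (without Nox4 KO control replicate 1 or Nox4 KO control replicate 2). Each of these fits in Nox4 KO parts a pair of same-numbered libraries without a block, so for Ucp2, which rose in all 3 pairs (1.19 to 2.14, 30.1 to 40.3 and 23.8 to 32.3 RPKM), the change of sign does not speak against a rise.

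Over all alternatives, the 80 log2 fold changes of named genes gave 1402 values, of which 1349 kept their direction and their side of the threshold, 2 fell below it, 32 passed it and 19 reversed. The 45 list results gave 523 values, of which 404 were kept, 35 fell below the threshold, 35 passed it and 49 reversed. Of 48 RPKM values of Nox1, Nox3, Cybb, Duox1, Duox2 and Acta2, 47 moved by less than the spread of the replicates and 1 by more. Depth limits what can be said of Nox1, Nox3, Duox1 and Duox2, which had few or no reads.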

Differences from the paper's values

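The settings described as added were chosen after seeing the values, and so were the readings of the lowest Ucp2 libraries.

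For Nox4 KO against WT in control, 0 genes were higher against the paper's 9, and 0 were lower against the paper's 8, with 596 genes at an unadjusted p-value under 0.05. Among the alternatives set before the data were examined, edgeR's exact test gave 6 higher genes, within 1.5-fold of the paper's 9, and no other did. The likelihood ratio test, chosen after seeing the values, also gave 6. No alternative closed the gap for the lower genes, where DESeq2, the exact test and the added likelihood ratio test gave 1. After TGF-β2, 0 genes were higher against the paper's 2, and 0 were lower against the paper's 1, with 336 genes at an unadjusted p-value under 0.05. None of the alternatives came within 1.5-fold of the paper's 2. DESeq2 gave 1 lower gene, as many as the paper's, and none of the other alternatives did. That gene was not Islr, the gene the paper names as lowered, which had an adjusted p-value of 0.096 under DESeq2.

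The mean expression of Nox4 was 1.74 RPKM in WT control against the paper's about 0.75 in Supplementary Fig. 4A, read by eye, and 11.9 RPKM in WT with TGF-β2 against the paper's about 5.3 in Supplementary Fig. 4A, read by eye. The alternative set before the data were examined, TMM library sizes, did not close either gap. Exon lengths from all transcripts, chosen after seeing the values, gave 0.834 and 5.73 RPKM. The mean of Ucp2 in WT with TGF-β2 was 1.42 RPKM against the paper's about 0.7 in Supplementary Fig. 5A, read by eye. TMM library sizes did not close this gap, and the added exon lengths, chosen after seeing the values, gave 0.91.

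The lowest of the 3 Nox4 KO libraries had 1.19 RPKM of Ucp2 in control against the paper's about 14 in Supplementary Fig. 5A, read by eye, and 2.14 RPKM after TGF-β2 against the paper's about 19 in Supplementary Fig. 5A, read by eye. No alternative closed these gaps. TMM library sizes gave 1.14 and 2.22, and the exon lengths from all transcripts, chosen after seeing the values, gave 0.763 and 1.37.

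The paper states that Ucp2 and Hddc3 were raised in Nox4 KO cells and that Islr was lowered after TGF-β2. The directions and log2 fold changes were those of Fig. 5D and Fig. 5E, but none of these genes was called by the quasi-likelihood test. In control, Ucp2 and Hddc3 were called with DESeq2, the exact test and the likelihood ratio test chosen after seeing the values, and Hddc3 also with all 12 libraries in the fit. After TGF-β2 the same settings called them, and Ucp2 was also called without Nox4 KO TGF-β2 replicate 1. Islr was called under no setting, with a lowest adjusted p-value of 0.158 in control and 0.096 after TGF-β2 over the settings that kept every library. Of the 17 genes labelled in Fig. 5D, 5 were called by DESeq2, 6 by the exact test, 6 by the added likelihood ratio test and 1 with all 12 libraries.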

Other observations

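The tests of the Ucp2 level in Nox4 KO replicate 1 and of the normalization of Acta2 were chosen after the result was seen.

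Ucp2 was near the WT level in both libraries of Nox4 KO replicate 1 and high in those of replicates 2 and 3. Whether this culture carried C57BL/6 genome at Ucp2 was tested by counting, in each library, the genes on the Ucp2 side of Nox4 whose distance from the mean of the WT libraries (the other WT libraries, for a WT library) was past the 90th percentile of genes on other chromosomes, where 10% would be past it without an excess. On the Ucp2 side, 11.3% of genes in control and 10.4% after TGF-β2 did so in replicate 1, against 25.8% and 35.4% in replicate 2 and 19.6% and 25% in replicate 3. On the Hddc3 side, replicate 1 had 19.1% and 24.2%, and the WT libraries had between 6.25% and 15.2% on either side. A WT library under the Nox4 KO label would not show the 24.2% on the Hddc3 side, which argues against such a mislabelling. The 10.4% is consistent with a crossover between Nox4 and Ucp2 in the mouse of replicate 1, so that the level of Ucp2 may follow the genome at Ucp2 and not the loss of Nox4. As the counts hold no sequence, the genome at Ucp2 was not read, and an effect of Nox4 that differs between cultures stays open.

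The RNA of Acta2 changed little with TGF-β2 in either genotype, whereas the paper reports a rise by qPCR in both. The largest change under upper-quartile or library-size normalization was 0.14 in absolute log2 (a fall, in Nox4 KO), so the choice of TMM was not what kept it small. No biological explanation was tested.

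Sex of the mice would change the genes of the Y chromosome. Their median log2 fold change for Nox4 KO against WT was -0.14 in control (1 of 4 higher, adjusted p = 0.331 from camera) and 0.19 after TGF-β2 (4 of 4 higher, adjusted p = 0.183; 0.42 and called without WT TGF-β2 replicate 3, -0.0039 without WT TGF-β2 replicate 2), and Ddx3y was expressed in all 12 libraries, at 11.2 to 21.9 RPKM. This argues against a difference in sex between the groups. Cells of another type were tested with lists of their markers. The myeloid list had a median of -0.39 in control (0 of 9 higher, adjusted p = 0.216) and -0.38 after TGF-β2 (0 of 10 higher, adjusted p = 0.0869). In control, 1 library of each genotype was high, WT control replicate 3 at 1.42 and Nox4 KO control replicate 1 at 1.02 above the mean over all libraries, and the others lay between -0.74 and 0.065. After TGF-β2, WT replicate 3 at 0.95 and Nox4 KO replicate 1 at 0.71 were high. In control the median was 0.49 without WT control replicate 3, and the list was called lower without Nox4 KO control replicate 1 (-1.35) or WT control replicate 2 (-0.78). After TGF-β2 it was 0.31 without WT replicate 3, and the list was called lower without Nox4 KO TGF-β2 replicate 1 (-1.32), WT TGF-β2 replicate 1 (-0.55) or WT TGF-β2 replicate 2 (-0.76). The list thus differed between single cultures within each genotype, and whether myeloid cells in them account for other differences was left open by the test in control (adjusted p = 0.216). Keratinocyte, endothelial and skeletal muscle genes kept 2 genes each and those of Schwann cells and melanocytes 0, too few for a test.

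The other lists were not called between Nox4 KO and WT. In control the medians were -0.050 for TGF-β and SMAD signaling (8 of 26 higher, adjusted p = 0.148), 0.016 for the contractile cytoskeleton (12 of 20, 0.635), -0.047 for focal adhesion and integrins (5 of 19, 0.331) and 0.039 for mitochondrial uncoupling and respiration (11 of 15, 0.0842). After TGF-β2 they were -0.033 for wound healing (10 of 22, 0.470), 0.036 for TGF-β and SMAD signaling (15 of 26, 0.973), 0.11 for the extracellular matrix (20 of 31, 0.377), -0.099 for the contractile cytoskeleton (7 of 20, 0.785), 0.12 for focal adhesion and integrins (13 of 20, 0.204), 0.17 for posterior position (5 of 8, 0.7), 0.064 for anterior position (6 of 11, 0.846) and -0.14 for mitochondrial uncoupling and respiration (3 of 16, 0.197). For the response to TGF-β2, the medians of the lists not called were -0.014 in WT (adjusted p = 0.714) and 0.0027 in Nox4 KO (0.377) for TGF-β and SMAD signaling, -0.079 (0.932) and 0.17 (0.091) for the extracellular matrix, and 0.076 (0.714) and -0.037 (0.938) for the contractile cytoskeleton. Some of these were called under settings that kept every library. The extracellular matrix list for TGF-β2 in Nox4 KO was called with upper-quartile (0.10, adjusted p = 0.0459) and library-size normalization (0.083, 0.0357) and with no filter (0.20, 0.0213). The mitochondrial list in control was called with upper-quartile (0.077, 0.0373) and library-size normalization (0.079, 0.0275). For Nox4 KO against WT in control, leaving out 1 library led to calls of mitochondrial uncoupling and respiration without WT control replicate 1 (0.066) or Nox4 KO control replicate 1 (0.046), of contractile cytoskeleton without WT control replicate 2 (0.11) or WT control replicate 3 (-0.10), of focal adhesion and integrins without WT control replicate 3 (-0.14) and of TGF-β and SMAD signaling without Nox4 KO control replicate 2 (-0.11). For Nox4 KO against WT after TGF-β2, leaving out 1 library led to calls of extracellular matrix without WT TGF-β2 replicate 1 (0.25) or Nox4 KO TGF-β2 replicate 3 (0.20), of focal adhesion and integrins without WT TGF-β2 replicate 1 (0.15) or Nox4 KO TGF-β2 replicate 3 (0.10), of mitochondrial uncoupling and respiration without WT TGF-β2 replicate 1 (-0.19), of wound healing without Nox4 KO TGF-β2 replicate 1 (-0.12), of posterior and hindlimb position without Nox4 KO TGF-β2 replicate 2 (0.40) and of anterior and forelimb position without Nox4 KO TGF-β2 replicate 3 (-0.19). For TGF-β2 in Nox4 KO, leaving out 1 library led to calls of extracellular matrix without Nox4 KO control replicate 1 (0.26), Nox4 KO control replicate 2 (0.21) or Nox4 KO TGF-β2 replicate 3 (0.19). Changes of sign of these lists are given with the dependence on the processing.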
